# RNA-binding protein syncrip regulates starvation-induced hyperactivity in adult *Drosophila*

**DOI:** 10.1371/journal.pgen.1009396

**Published:** 2021-02-22

**Authors:** Wanhao Chi, Wei Liu, Wenqin Fu, Shengqian Xia, Ellie S. Heckscher, Xiaoxi Zhuang

## Abstract

How to respond to starvation determines fitness. One prominent behavioral response is increased locomotor activities upon starvation, also known as Starvation-Induced Hyperactivity (SIH). SIH is paradoxical as it promotes food seeking but also increases energy expenditure. Despite its importance in fitness, the genetic contributions to SIH as a behavioral trait remains unexplored. Here, we examined SIH in the *Drosophila melanogaster* Genetic Reference Panel (DGRP) and performed genome-wide association studies. We identified 23 significant loci, corresponding to 14 genes, significantly associated with SIH in adult *Drosophila*. Gene enrichment analyses indicated that genes encoding ion channels and mRNA binding proteins (RBPs) were most enriched in SIH. We are especially interested in RBPs because they provide a potential mechanism to quickly change protein expression in response to environmental challenges. Using RNA interference, we validated the role of *syp* in regulating SIH. *syp* encodes Syncrip (Syp), an RBP. While ubiquitous knockdown of *syp* led to semi-lethality in adult flies, adult flies with neuron-specific *syp* knockdown were viable and exhibited decreased SIH. Using the Temporal and Regional Gene Expression Targeting (TARGET) system, we further confirmed the role of Syp in adult neurons in regulating SIH. To determine how *syp* is regulated by starvation, we performed RNA-seq using the heads of flies maintained under either food or starvation conditions. RNA-seq analyses revealed that *syp* was alternatively spliced under starvation while its expression level was unchanged. We further generated an alternatively-spliced-exon-specific knockout (KO) line and found that KO flies showed reduced SIH. Together, this study demonstrates a significant genetic contribution to SIH as a behavioral trait, identifies *syp* as a SIH gene, and highlights the significance of RBPs and post-transcriptional processes in the brain in regulating behavioral responses to starvation.

## Author summary

Animals living in the wild often face periods of starvation. How to physiologically and behaviorally respond to starvation is essential for survival. One behavioral response is Starvation-Induced Hyperactivity (SIH). We used the *Drosophila melanogaster* Genetic Reference Panel, derived from a wild population, to study the genetic basis of SIH. Our results show that there is a significant genetic contribution to SIH in this population, and that genes encoding RNA binding proteins (RBPs) are especially important. Using RNA interference and the TARGET system, we confirmed the role of an RBP Syp in adult neurons in SIH. Using RNA-seq and Western blotting, we found that *syp* was alternatively spliced under starvation while its expression level was unchanged. Further studies from *syp* exon-specific knockout flies showed that alternative splicing involving two exons in *syp* was important for SIH. Together, this study identifies *syp* as a SIH gene and highlights an essential role of post-transcriptional modification in regulating this behavior.

## Introduction

Animals living in the natural environment often experience periods of starvation, and they have thus developed different physiological and behavioral strategies to respond to starvation [1, 2]. One well-documented behavioral response is Starvation-Induced Hyperactivity (SIH), that is, animals will increase their locomotor activity upon starvation [3]. SIH has been observed in both flies [4–9] and mammals [10–12], suggesting that this behavior is evolutionarily conserved. From the viewpoint of energy gain and expenditure, SIH seems paradoxical. On one hand, it facilitates food acquisition and energy intake when food is available [7]; on the other hand, it increases energy expenditure and makes starved animals even more vulnerable when food is not available [4]. Therefore, genetic dispositions to either too much or too little SIH would impair fitness depending on the environment. However, the genetic contributions to SIH as a behavioral trait remains unexplored.

Recent studies suggest that SIH is highly regulated. A number of genes have been shown to regulate SIH in adult *Drosophila*, including genes encoding energy sensors [5, 6], neuropeptides/neuropeptide receptors [4, 8], and neurotransmitters [7]. Recently, *dG9a* was shown to regulate SIH in adult *Drosophila* [9]. Gene *dG9a* encodes a histone methyltransferase, suggesting that SIH is also regulated at the epigenetic level. In addition, post-transcriptional modifications, especially alternative mRNA splicing, has been shown to be effective for cells and animals to quickly respond to starvation as well as other stresses [13–15]. However, whether or not alternative mRNA splicing plays a role in SIH has not been reported.

In this study, we first set out to determine whether SIH varied in a population of *Drosophila melanogaster* with a diverse genetic background. We used the *Drosophila melanogaster* Genetic Reference Panel (DGRP). The DGRP consists of 205 inbred wild-type strains derived from a single population that was collected from Raleigh, North Carolina, USA [16, 17]. It is a recently established community resource and has been used to examine the genetic basis of more than 60 quantitative traits [18]. We quantified SIH in DGRP and confirmed a significant genetic contribution to SIH. We then performed genome-wide association studies and identified 23 significant loci from 14 genes associated with SIH. We found that genes with ion channel activities and mRNA binding activities were especially enriched in SIH. Using RNA interference, we validated the role of a gene encoding an RNA-binding protein Syncrip (Syp) [19] in neurons in regulating SIH. Using the Temporal and Regional Gene expression Targeting (TARGET) system [20], we further confirmed the role of Syp in adult neurons in regulating SIH. To determine how *syp* was regulated by starvation, we performed RNA-seq on the heads of flies maintained under either food or starvation conditions. We found that *syp* was alternatively spliced under starvation while its expression level remained unchanged. We further generated an alternatively-spliced-exon-specific knockout (KO) line. Activity data from KO flies showed that alternative splicing involving two exons in *syp* was important for SIH.

## Results

### Natural variation in starvation-induced hyperactivity across DGRP

To study the natural variation in Starvation-Induced Hyperactivity (SIH), we monitored the locomotor activity of 198 strains in the *Drosophila melanogaster* Genetic Reference Panel (DGRP) [16, 17] under either food or starvation conditions in the Drosophila Activity Monitor for three days (S1 Fig; See Materials and methods). DGRP consists of 205 inbred strains. We excluded those that did not breed well.

The locomotor activity of each strain under either food or starvation conditions was plotted as a function of time, sixty hours in total. Representative plots are shown in Fig 1A. We observed that, under the 12-hr:12-hr day-night condition and with the presence of food, all strains showed typical bimodal activity peaks, a day-night rhythm governed by the circadian system [21] (black lines in Fig 1A). Such rhythmic activities were disrupted by food deprivation in most strains. Starved flies became persistently active and the hyperactivity could occur in either day or night (red lines in Fig 1A). There were exceptions as some strains did not show obvious SIH (See a representative strain in Fig 1A, the bottom panel).

**Fig 1:**
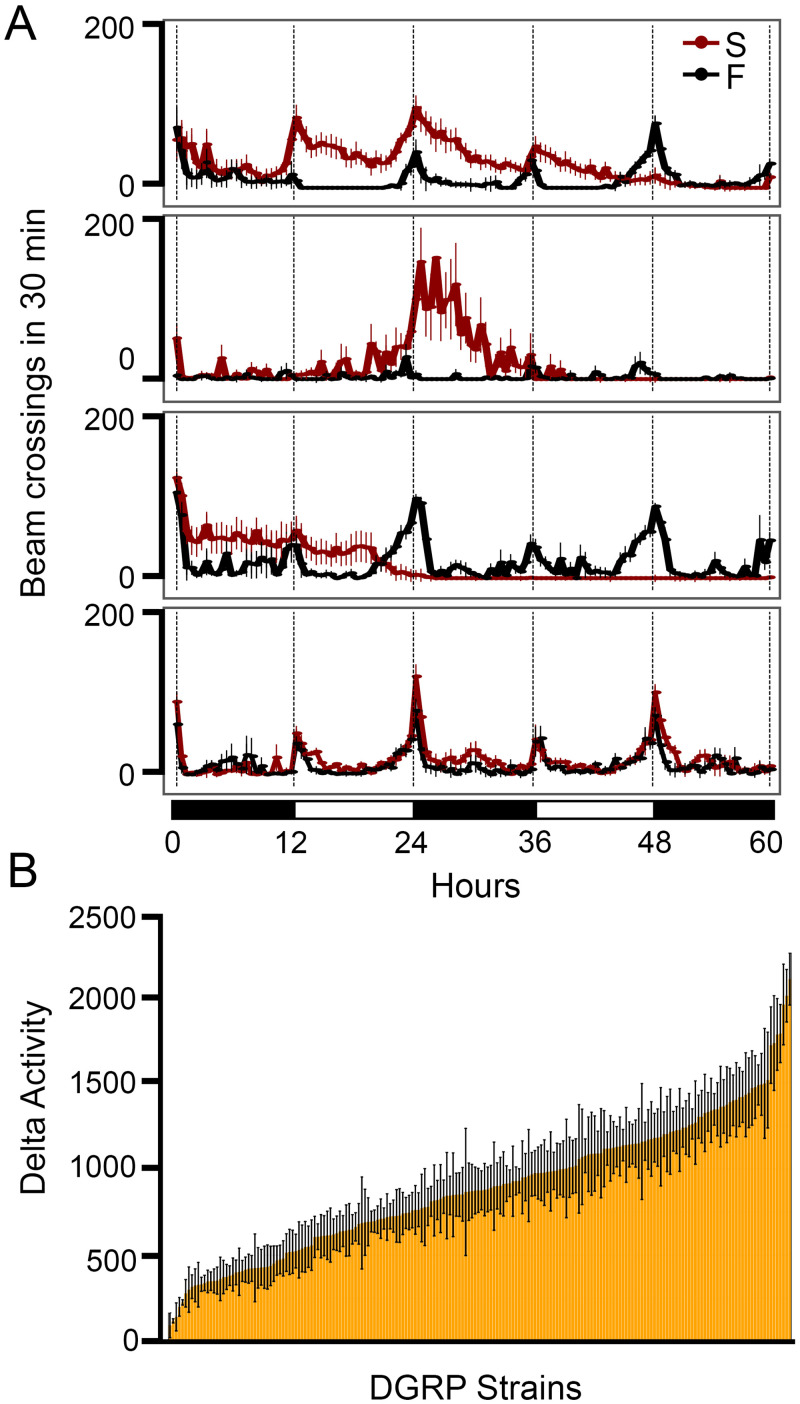
Natural variation of starvation-induced hyperactivity in the DGRP. (A) Representative plots of locomotor activity responses to starvation. Beam crosses in 30 min were plotted as a function of time. Black lines represent activities under the food condition (F) and red lines represent activities under the starvation condition (S). Black and white bars at the bottom of panel A represent night and day cycles, respectively. Each plot was from one DGRP strain (n = 8 per condition). (B) Natural variation occurred in SIH across DGRP. Error bars represent SEM.

To quantify SIH, we used the total activity during the 12-hr nighttime or daytime, and then calculated the activity difference (Delta Activity, DA) between the starvation condition and the food condition (See Materials and methods for details). Since activities were recorded for a total of sixty hours (3 nights and 2 days), a total of five DA values were obtained accordingly. To compare the DAs among 198 trains in the DGRP, we used the largest DA among five DAs. DA is the absolute activity difference from baseline. We did not use the activity ratio over baseline because we did not see a correlation between DA and baseline activity (*ρ* = 0.046, *P* = 0.519; S1 Table), suggesting that DA was not increased proportionally to the baseline level. A summary plot of the largest DA (DA hereafter) across 198 strains was shown in Fig 1B. DA ranged from 93.61 ± 72.22 to 2101.91 ± 150.76 with a broad sense heritability of *H*^2^ = 0.38 (S1 and S2 Tables). Thus, SIH varies among DGRP strains and it has a strong genetic basis.

### Starvation-induced hyperactivity is negatively correlated with starvation resistance

Previous studies showed that flies with reduced SIH survived longer under starvation [5, 6], suggesting that SIH is negatively correlated with Starvation Resistance (SR). To examine whether this relationship could also be observed in DGRP strains which were derived from a natural population, we did a correlation analysis between SIH and SR. We found that SIH was indeed negatively correlated with SR, but the correlation was not particularly strong (*ρ* = -0.231, *P* = 1.04e-03; n = 198). Studies have demonstrated that SIH resembles foraging behavior [7]. Previously, we have studied the survival rates of DGRP strains in a foraging environment [22]. Thus, we further examined the correlation relationship between SIH and foraging survival rates of DGRP strains. We did not find any correlation between them (*ρ* = -0.073, *P* = 0.309; n = 197), which is not too surprising as the beneficial or detrimental effects of SIH may well depend on the specific environmental conditions.

### Genome-wide association analysis of starvation-induced hyperactivity

We next performed genome-wide association (GWA) analyses using the DGRP analysis pipeline (http://dgrp2.gnets.ncsu.edu) [16, 17]. In total, we identified 23 SNPs/Indels that were associated significantly with SIH (*P* < 1 × 10^-5^, Fig 2A and S2 Fig, Table 1 and S3 Table). Among all these significant loci, 43.5% of them are located in the intronic region, 43.5% are in the intergenic region or less than 1 kb downstream or upstream of an annotated gene and 13.0% are in the coding region (Fig 2B), which is comparable to the distribution of SNPs/Indels from previous studies in the DGRP (*P* = 0.4428, Fisher’s exact test) [23].

**Fig 2:**
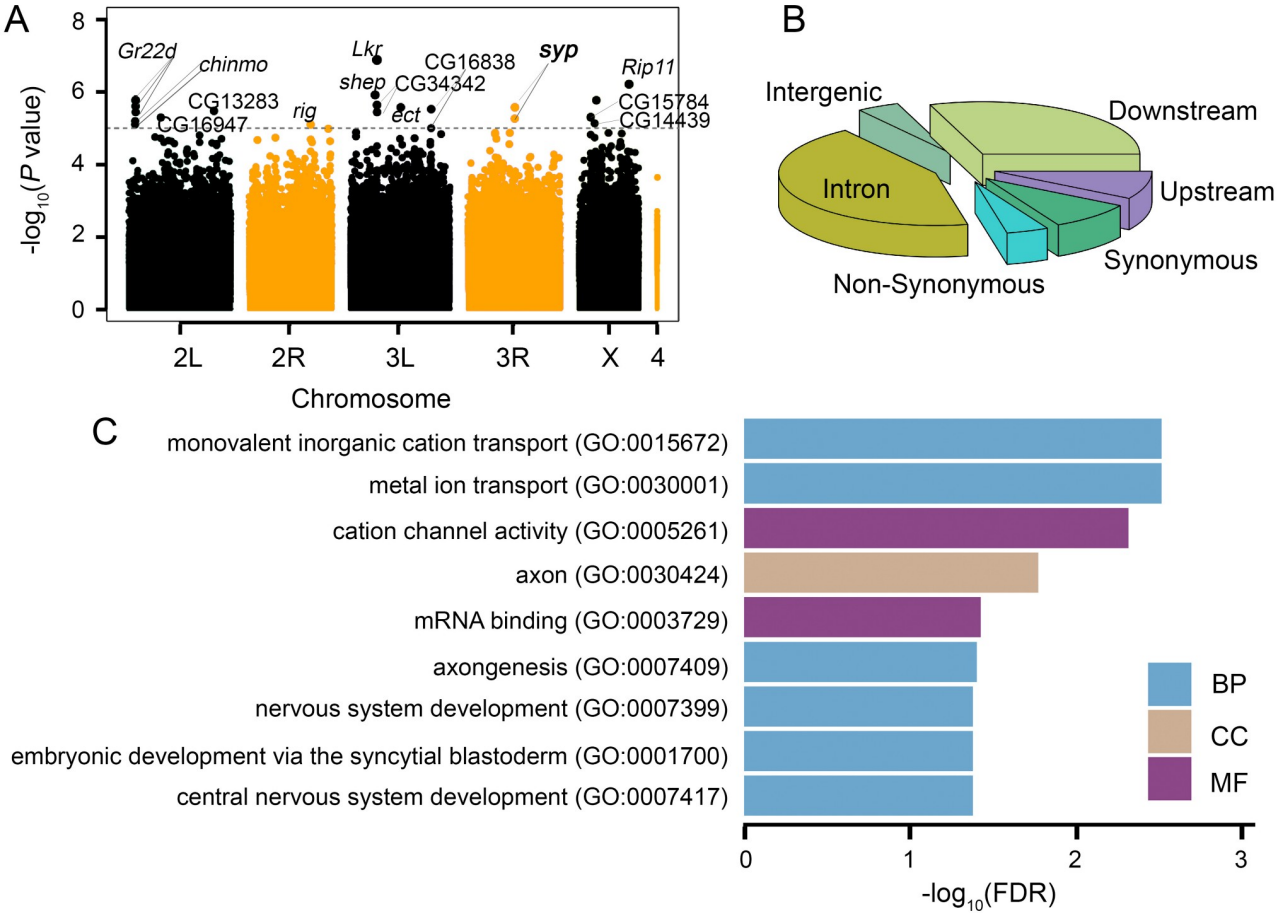
Manhattan plot for GWA, genomic location of significant SNPs, and GO analysis. (A) Manhattan plot of SIH. The gray dotted line is the significant cutoff line used for gene nomination (*P* < 1 × 10^-5^). (B) Genomic location of significant SNPs/Indels. (C) GO terms associated with more than four genes. BP: Biological Process; CC: Cellular Component; MF: Molecular Function.

**Table 1:** SNPs/Indels significantly associated with SIH variation at *P* < 1 × 10^-5^.

SNP/INDEL	Minor	Major	Ref	MAF	Effect	*P*-value	Nominated gene	FlybaseID	Site
X_7450403_SNP	T	A	A	0.05051	-285.1	1.69E-06	n/a	n/a	Intergenic
2L_16836590_SNP	A	T	T	0.07368	-239.4	3.37E-06	CG13283	FBgn0032613	Non-Synonymous
X_18534233_SNP	G	A	A	0.08763	-231.7	6.18E-07	*Rip11*	FBgn0027335	Intron
3R_16606144_SNP	T	G	G	0.08763	-211.5	2.66E-06	*syp*	FBgn0038826	Intron
3R_16606324_SNP	A	G	G	0.08629	-206.7	5.57E-06	*syp*	FBgn0038826	Intron
X_5324045_SNP	T	A	A	0.1399	-174	5.05E-06	CG15784	FBgn0029766	Upstream
X_5324047_SNP	T	C	C	0.1378	-173.5	5.24E-06	CG15784	FBgn0029766	Upstream
3L_5158751_SNP	A	T	T	0.2254	-162.5	1.24E-06	*shep*	FBgn0052423	Intron
3L_16130048_SNP	T	C	C	0.1943	-160.2	2.96E-06	CG16838	FBgn0036574	Synonymous
3L_10188818_SNP	A	T	T	0.2051	-153.5	2.70E-06	*ect*	FBgn0000451	Intron
2L_6464258_SNP	A	T	T	0.2778	-138.5	5.18E-06	CG16947	FBgn0031816	Intron
3L_16128605_SNP	G	T	T	0.2712	-135.9	9.81E-06	CG16838	FBgn0036574	Synonymous
2R_16523641_SNP	A	C	C	0.4294	-131.9	7.83E-06	*rig*	FBgn0250850	Intron
2L_1699735_SNP	A	C	C	0.2826	-130.1	6.50E-06	*chinmo*	FBgn0086758	Downstream
2L_1699738_SNP	C	A	A	0.2842	-128.7	8.02E-06	*chinmo*	FBgn0086758	Downstream
X_6643090_INS	ACA	A	A	0.4913	123.9	7.23E-06	CG14439	FBgn0029898	Intron
2L_1788750_SNP	C	T	C	0.3966	129.2	3.66E-06	*Gr22d*	FBgn0045498	Downstream
2L_1788739_INS	T	TT	T	0.3946	129.7	2.44E-06	*Gr22d*	FBgn0045498	Downstream
2L_1788747_SNP	A	C	A	0.3978	132.5	1.70E-06	*Gr22d*	FBgn0045498	Downstream
3L_5503742_SNP	T	G	G	0.3743	132.7	3.63E-06	CG34342	FBgn0085371	Intron
2L_1788734_SNP	C	A	C	0.3944	133.4	1.68E-06	*Gr22d*	FBgn0045498	Downstream
3L_5503669_SNP	C	T	T	0.3487	135.2	2.31E-06	CG34342	FBgn0085371	Intron
3L_5505206_SNP	G	A	A	0.3333	146.8	1.33E-07	*Lkr*	FBgn0035610	Downstream

Minor, Minor allele; Major, Major allele; Ref, Reference allele; MAF, Minor Allele Frequency; Effect, Effect size of minor allele

### Genes associated with SIH are enriched in molecular function GO terms related to ion channels and mRNA binding

A total of 14 genes were nominated (Table 2). To study if a particular molecular function was enriched in SIH, we performed gene enrichment analysis [24, 25]. Since 14 candidate genes with *P* < 1 × 10^-5^ in GWA were too few for gene enrichment analyses, we therefore relaxed the cutoff threshold and did a step-wise relaxation using different cutoffs in the range of *P* < 1 × 10^-5^ and *P* < 1 × 10^-4^. The number of candidate genes associated with *P* < 2 × 10^-5^, *P* < 4 × 10^-5^, *P* < 6 × 10^-5^, *P* < 8 × 10^-5^, and *P* < 1 × 10^-4^ is 27, 42, 63, 89, and 112, respectively (S4 Table). We performed Gene Ontology (GO) analyses for candidate genes from the cutoffs of *P* < 1 × 10^-4^ and *P* < 8 × 10^-5^ since the other cutoffs yielded too few candidates for GO analyses. We found that candidate genes were enriched in 54 and 27 GO terms, respectively (S5 Table). Terms associated with more than four candidate genes with the cutoff of *P* < 1 × 10^-4^ were shown in Fig 2C. Among them, molecular function GO terms are cation channel activity (GO:0005261) and mRNA binding (GO:0003729). It is worth noting that mRNA binding (GO:0003729) was also associated with candidate genes with the cutoff of *P* < 8 × 10^-5^ (S5 Table), suggesting that genes with this molecular function are particularly important for SIH.

**Table 2:** Known or predicted molecular functions of nominated genes.

Gene	Molecular Function	Category
CG34342	fatty acyl-CoA reductase (alcohol-forming) activity	Metabolic enzyme activity
CG13283	metalloendopeptidase activity	Metabolic enzyme activity
CG16838	DNA binding activity	Nucleic acid binding activity
*shep*	mRNA binding; RNA binding	Nucleic acid binding activity
*syp*	mRNA binding; RNA binding	Nucleic acid binding activity
*chinmo*	nucleic acid binding	Nucleic acid binding activity
*rig*	protein binding	Protein or small molecule binding activity
*Rip11*	Rab GTPase binding	Protein or small molecule binding activity
CG16947	ubiquitin-protein transferase activity; Zinc ion binding	Protein or small molecule binding activity
*Lkr*	leucokinin receptor activity; Neuropeptide Y receptor activity	Receptor activity
*Gr22d*	taste receptor activity	Receptor activity
CG14439	n/a	Unknown function
CG15784	n/a	Unknown function
*ect*	n/a	Unknown function

In addition to GO analysis, we also grouped all significant candidate genes into five categories based on their known or predicted molecular functions from the fly database (Table 2). Category A includes genes encoding proteins with metabolic enzyme activities (2/14); Category B includes genes encoding proteins with nucleic acid (both DNA and RNA) binding activities (4/14); Category C includes genes encoding proteins with binding activities to proteins or small molecules (3/14); Category D includes genes encoding proteins with receptor activities (2/14). Lastly, Category E includes genes with still unknown molecular functions (3/14).

We were most intrigued by genes encoding proteins that have mRNA binding activities since many mRNA binding proteins (RBPs) are splicing regulators for alternative mRNA splicing, one of the important cellular responses that are often observed when cells/organisms are under starvation as well as other stresses [13–15]. Two genes that encode RNA binding proteins were shown in the list of nominated genes: *syp* (*syncrip*) and *shep* (*alan shepard*). We chose to validate gene *syp* as the loss of *shep*, even only in neurons, can lead to abnormal locomotor activities in adult flies [26], which could complicate the final data interpretation.

### Knockdown of *syp* in neurons significantly affects SIH

To test whether gene *syp* plays a role in SIH, we used the binary UAS/GAL4 system [27] to knock down its expression. We first crossed the gene-specific UAS-RNAi line with an *actin*-Gal4 driver to generate ubiquitous *syp* knockdown flies. We observed that ubiquitous *syp* knockdown led to lethality before the adult stage. This observation is consistent with previous studies showing that *syp* mutant flies have highly decreased adult viability [28]. Given that *syp* is highly expressed in adult heads (modENCODE.org), we thus generated neuron-specific *syp* knockdown flies by crossing UAS-*syp* RNAi flies with a pan-neuronal driver *nSyb*-Gal4. Neuron-specific *syp* knockdown flies survived well, suggesting that the fatality of ubiquitous *syp* knockdown flies is likely due to the lack of expression of *syp* in non-neuronal cells.

We then tested neuron-specific *syp* knockdown and control flies in the Drosophila Activity Monitor under either food or starvation conditions. As shown in Fig 3A, neuron-specific *syp* knockdown did not affect the locomotor activities in the food condition, suggesting that *syp* in neurons is not required for the general locomotor activity. However, Delta Activity from them was significantly lower than that from control flies (Fig 3B), demonstrating a specific role of *syp* in SIH. The reduced Delta Activity was also observed in neuron-specific *syp* knockdown flies generated from another independent UAS-*syp* RNAi line (Fig 3C and 3D). We therefore conclude that neuron-specific knockdown of *syp* impairs SIH.

**Fig 3:**
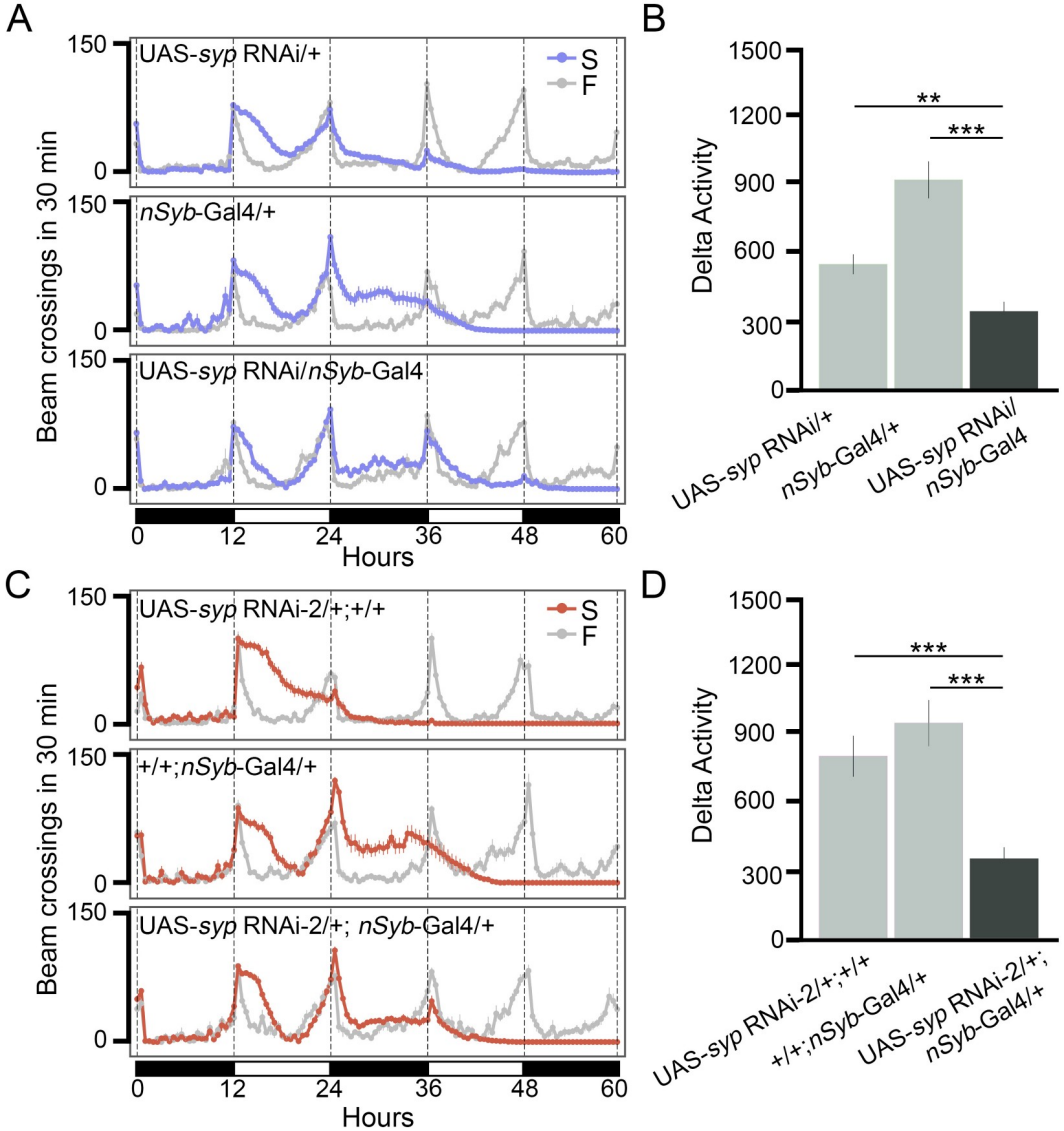
Knocking down of *syp* in neurons reduces SIH. (A) Locomotor activity responses to starvation from neuron-specific *syp* knockdown flies (genotype: UAS-*syp* RNAi/*nSyb*-Gal4) and two parental control lines (genotypes: UAS-*syp* RNAi/+ and *nSyb*-Gal4/+, respectively). Gray lines represent activities under the food condition (F) and purple lines represent activities under the starvation condition (S). Black and white bars at the bottom of the panel represent night and day cycles, respectively. n = 16-20 per genotype per condition. (B) Summary plot of SIH in panel A. (C) Locomotor activity responses to starvation from neuron-specific *syp* knockdown flies generated from a second RNAi line (genotype: UAS-*syp* RNAi-2/+; *nSyb*-Gal4/+) and two parental control lines (genotypes: UAS-*syp* RNAi-2/+; +/+ and +/+; *nSyb*-Gal4/+, respectively). n = 20-24 per genotype per condition. (D) Summary plot of SIH in panel C. ** *P* < 0.01, *** *P* < 0.001, unpaired *t*-test with Bonferroni Correction. Error bars represent SEM.

### Syp in adult neurons regulates starvation-induced hyperactivity

Syp has been shown to affect synaptic morphology and vesicle release at the neuromuscular junction in *Drosophila* larvae [29, 30]. Moreover, it has also been implicated in neuron/glia cell fate determination during development [31, 32]. The role of *syp* in regulating SIH, therefore, could be due to its developmental effects. To rule out the possibility that Syp regulates SIH due to its developmental effects, we combined UAS-*syp* RNAi with the Temporal and Regional Gene Expression Targeting (TARGET) system [20] to control the expression of RNAi temporally. The TARGET system consists of three elements: Gal4, UAS, and temperature sensitive Gal80 mutant (Gal80^ts^). The Gal80^ts^ blocks Gal4-induced RNAi expression when tissue is exposed to the Gal80^ts^ permissive temperature (18°C). In contrast, at a Gal80^ts^ restrictive temperature (31°C), Gal80^ts^ loses its binding to Gal4, which allows Gal4-dependent RNAi expression. Therefore, breeding flies at 18°C and testing them at 31°C allowed us to bypass the developmental effects of *syp* KD.

We first bred flies at 18°C until adult flies emerged. We then shifted the temperature of the incubator to 31°C and incubated adult flies in the new food vials for one more day, which was followed by behavioral testing at 31°C under both starvation and food conditions for three days (Fig 4A). Results showed that *Tub*-Gal80^ts^/+; *nSyb*-Gal4/UAS-*syp* RNAi (ts-*syp*-KD) flies exhibited significantly attenuated SIH in comparison to control flies (genotypes: +/+; *nSyb*-Gal4/+, *Tub*-Gal80^ts^/+; UAS-*syp* RNAi/+, and *Tub*-Gal80^ts^/+; +/+. Fig 4B and 4C), and that the Delta Activity level from ts-*syp*-KD flies was comparable to that from +/+; *nSyb*-Gal4/UAS-*syp* RNAi (*syp*-KD) flies (*P* = 0.6863), demonstrating that knocking down of *syp* in the adult stage is sufficient for suppression of SIH.

**Fig 4:**
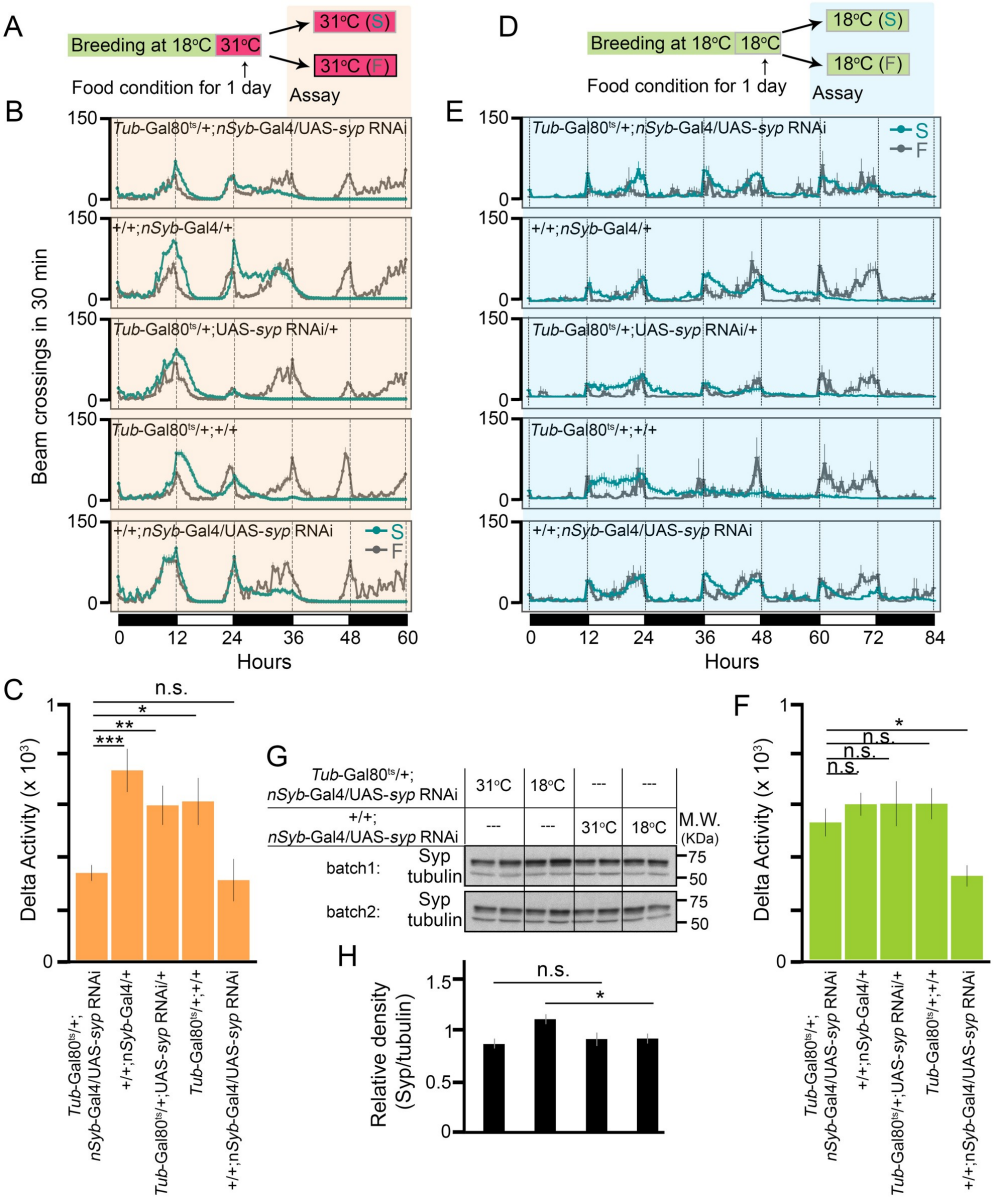
Syp in adult neurons regulates SIH. (A) Breeding and testing scheme. S: starvation condition; F: food condition. (B) Locomotor activity responses to starvation from each genotype under the condition shown in panel A. Gray lines represent activities under the food condition (F) and green lines represent activities under the starvation condition (S). n = 24-30 per genotype per condition. (C) Summary plot of SIH from each genotype in panel B. (D) Breeding and testing scheme. S: starvation condition; F: food condition. (E) Locomotor activity responses to starvation from each genotype under the condition shown in panel D. n = 8-28 per genotype per condition. (F) Summary plot of SIH from each genotype in panel E. (G) Western blot of adult fly head homogenate from *Tub*-Gal80^ts^/+;*nSyb*-Gal4/UAS-*syp* RNAi (ts-*syp*-KD) and +/+;*nSyb*-Gal4/UAS-*syp* RNAi (*syp*-KD) flies. Four biological replicates per genotype per condition. Tubulin is the loading control. (H) Quantification of Syp from four biological replicates. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, n.s.: *P* > 0.05, unpaired *t*-test with Bonferroni Correction. Error bars represent SEM.

To verify that Gal80^ts^ did inhibit Gal4 and prevent *syp* KD at 18°C, we also bred and tested adult flies all at 18°C (Fig 4D). Under this condition, as shown in Fig 4E and 4F, ts-*syp*-KD exhibited a similar level of SIH to control flies and a significant higher level of SIH than *syp*-KD flies. To further confirm that *syp* was indeed knocked down in adult flies at 31°C but not at 18°C, we compared the Syp protein levels in adult fly heads from ts-*syp*-KD and *syp*-KD flies that were maintained at either 31°C or 18°C for two days. As shown in Fig 4G and 4H, at 31°C, the Syp level was comparable between two genotypes (*P* = 0.4476). In comparison, at 18°C, the Syp level in ts-*syp*-KD flies was about 20% higher than that in *syp*-KD flies (*P* = 0.0496). The relatively moderate difference between them is most likely due to non-neurons mixed in the quantification of proteins in the fly head. Taken together, we conclude that it is Syp in adult neurons that regulates SIH.

### *syp* is alternatively spliced upon starvation

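In the gene table that accompanied the counts, Syp lay on chromosome 3R of release 6 of the Drosophila genome from 20756729 to 20810726. The gene covered 53998 bases, of which 11225 were exonic in the union of its transcripts, and the table marked no other gene as overlapping it. RefSeq listed 20 mRNAs for the gene on the same assembly. A read was counted on the gene as a whole, so the gene counts did not separate these transcripts.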

Gene *syp* spans a region of 54 kb in the genome, and it has 20 well-documented splice variants (www.flybase.org, Fig 5). 

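RNA was taken from the heads of *w*1118 male flies, a white-eyed laboratory strain, that were 1 to 3 d old and had spent 1 day on food or under starvation. There were 4 biological samples per condition, each from a group of 30 flies. Poly(A)+ libraries were sequenced as paired ends on a pair of flow cells, and the authors mapped the reads to the Drosophila genome with STAR, merged the flow cells of a sample and counted reads on each gene with ASpli. The deposited values were raw counts for 17518 named genes, without normalization. Food libraries held between 47936038 and 53168449 counts (median 49896926), and starvation libraries held between 48541958 and 50814153 (median 50153629). The paper states its depth as reads generated per library in each sequencing batch, whereas the values here use counts on genes merged over the batches. Counts were normalized with edgeR's TMM method and scaled to library size (CPM), and genes with low counts were left out with edgeR's filterByExpr function, which kept 12048 genes. Each gene was then tested between conditions with edgeR's quasi-likelihood test. A gene was called changed at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the study. The paper's text names ASpli but not the filter on low counts. The paper's text does not state whether the counting used strand, so genes that overlap on opposite strands could share reads. In starvation replicate 3 the 10 most abundant genes took 25.6% of the counts, against 17.8% to 20.3% in the other libraries.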

To study how *syp* was regulated under starvation, we performed RNA sequencing (RNA-seq) on adult heads from control flies (*w*^1118^) reared under either food or starvation conditions (S3–S6 Figs; see Materials and methods for details). We first examined whether the *syp* mRNA level was altered after starvation. Results from differential expression analyses showed that a total of 574 genes were down-regulated, and a total of 84 genes were up-regulated under starvation (Criteria applied: false-discovery rate (FDR) < 0.05 and fold change ≥ 2 or fold change ≤ -2; S6 Table). 

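In these counts, 647 genes were lower and 112 were higher under starvation, 759 in all, among the 12048 genes tested (adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and at least a 2-fold change). Without the threshold on fold change, 3222 genes passed, 2012 lower and 1210 higher. The 4 starvation libraries lay entirely on one side of the 4 food libraries for 729 of the 759 genes and for 31.2% of all genes tested, where chance gives 2.86%. Of the 658 genes in the paper's S6 Table, 642 were called and all 642 changed in the direction the table gives. A further 117 genes were called here, 95 of them under 1 CPM. The call moved most when the fold change itself was tested against 2-fold, which left 28 genes higher and 245 lower.
The largest fall was that of asRNA:CR11538 (log2 fold change -8.10, standard error 0.42), an antisense RNA on 3L from 12129103 to 12131488. It overlaps Lsp2, a storage protein gene on 3L from 12129393 to 12131869 with a log2 fold change of -8.03 (standard error 0.42), and the counting could have given reads of one to the other. Lsp2 had 3905 ± 1100 CPM on food and 14.9 ± 7.14 under starvation (SD, n = 4). The gene fit, which overlaps an antisense RNA, followed at -7.94, and then CG42586 at -7.62 and CG31775 at -7.47, neighbouring genes with nearly the same counts that could share reads. The largest rises were those of CG15337 (6.20), CG10814 (5.68), CG10383 (3.43), Pgant4 (3.36) and mag (2.96). Of these, CG10383, on 2L from 18690904 to 18695602, was the most abundant, with 26.5 ± 1.65 CPM on food and 286 ± 66.9 under starvation (SD, n = 4). CG15337 and CG10814 had at most 8 counts in a food library.

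**Figure D1:**
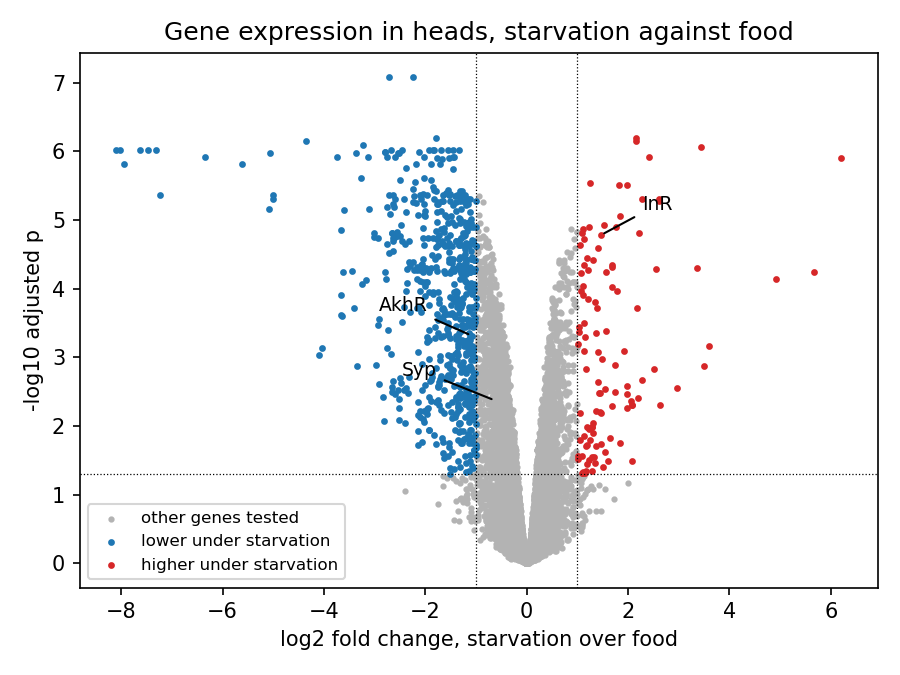
Each point is a gene, placed by its log2 fold change between starvation and food and by -log10 of its adjusted p. Dotted lines mark a log2 fold change of 1 either way and an adjusted p of 0.05, and the 647 lower and 112 higher genes are coloured.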

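Syp had 496 ± 24.3 CPM on food and 323 ± 56.6 under starvation (SD, n = 4). Its log2 fold change was -0.62, with a standard error of 0.13 and a 95% confidence interval from -0.90 to -0.34. The fall was larger than the spread between replicates (adjusted p = 0.0043 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and smaller than 2-fold, so Syp passed the threshold on the adjusted p and not the one on fold change. Each starvation library was below each food library (exact two-sided permutation test, p = 0.0286, the smallest that 4 samples against 4 allow). Starvation replicate 3 was the lowest at 239.8 CPM, and without it the log2 fold change was -0.50. Over the 19 alternatives run for Syp, which do not include the test against 2-fold, it stayed between -0.66 and -0.49, with an adjusted p between 2.8e-05 and 0.018. From the absence of the gene from its list at 2-fold, the paper proposes that starvation did not regulate its expression strongly. The paper adds that protein levels were similar, which counts of RNA do not measure.

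**Figure D2:**
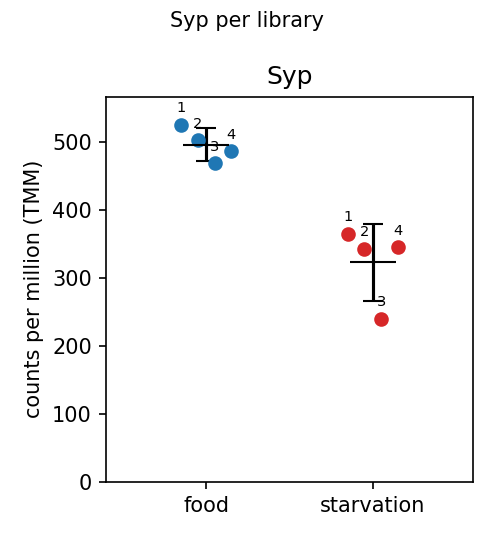
Normalized counts (CPM) of Syp in each library (points, numbered by replicate), with the mean and SD of 4 libraries per condition. The food libraries lie between 468 and 526 and the starvation libraries between 239.8 and 365.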

Gene *syp* was not on the list, suggesting that its expression was not dramatically regulated by starvation. This conclusion was further corroborated by similar protein levels of *syp* under two conditions (S7 Fig). To examine the functional implications of down- versus up-regulated genes, we performed gene enrichment analyses for each list of genes. 

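Gene lists drawn up by hand from gene functions or symbols before the counts were examined were compared between conditions. The shift of each list is given as the median log2 fold change of its genes, with an adjusted p from limma's camera test (preset correlation between genes of 0.01) and Benjamini-Hochberg adjustment over 24 lists. Among metabolic lists, the 7 genes of the pentose phosphate pathway shifted by -1.36 (adjusted p = 3.5e-09), the 6 of glycogen metabolism by -0.99 (9.9e-07), the 14 of glycolysis by -0.46 (0.0010) and the 16 of fatty acid synthesis and storage by -0.41 (6.3e-05). In the same test, 31 glutathione S-transferases shifted by -0.61 (3.1e-11) and 80 genes listed as cytochrome P450s by -0.28 (7.7e-05). The cytochrome P450 list was matched on the start of the symbol and also took in Cyp1, a cyclophilin. The fatty acid list also holds Mcad, a gene of fatty acid oxidation. The 70 genes of oxidative phosphorylation had a median of -0.08 (camera, adjusted p = 0.66), which was -0.21 (adjusted p = 0.0027) without starvation replicate 3 and 0.04 with upper-quartile normalization, which raised the median of all genes as well. Of the 7 pentose phosphate genes all were lower and 5 passed both thresholds for single genes. Markers of fat body also fell (median -1.90 over 10 genes), and 3 of these markers are in the metabolic lists. Whether a smaller share of fat body contributed to the metabolic shifts was not tested.
Among 44 genes of DNA repair and replication the median was 0.11 (adjusted p = 0.013). The genes mre11 (1.53) and rad50 (1.25) passed both thresholds upwards, and PCNA (-2.01) and RnrL (-1.51) passed them downwards. Among 24 autophagy genes the median was 0.25 (adjusted p = 3.4e-04), with 12 higher and 1 lower at an adjusted p under 0.05 over all genes tested, and 15 past it when adjusted over the list alone. None of the 24 changed 2-fold, and 17 had an unadjusted p under 0.05.
In all, 15 of the 24 lists passed camera, and 14 of these also passed limma's fry test, but 0 passed when camera estimated the correlation for each list, with 5 at an unadjusted p under 0.05. As many lists as the real grouping gave passed in 3 of the 35 ways to split the 8 libraries into 4 and 4, the real one included. The other such splits kept 3 libraries of a condition together, as 16 splits do, which gave 9 to 15 lists. The 18 splits with 2 food and 2 starvation libraries in each group gave 2 to 7 lists. Single lists were also counted over the 35 splits, a count chosen after the data were seen. A median as large arose in 1 split, the real one, for pentose phosphate, glycogen, glycolysis, fatty acid, autophagy and glutathione S-transferase genes. It arose in 3 of 35 for DNA repair and replication and for cytochrome P450s. The cytochrome P450 median lay between -0.35 and -0.17 over 16 alternatives.

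**Figure D3:**
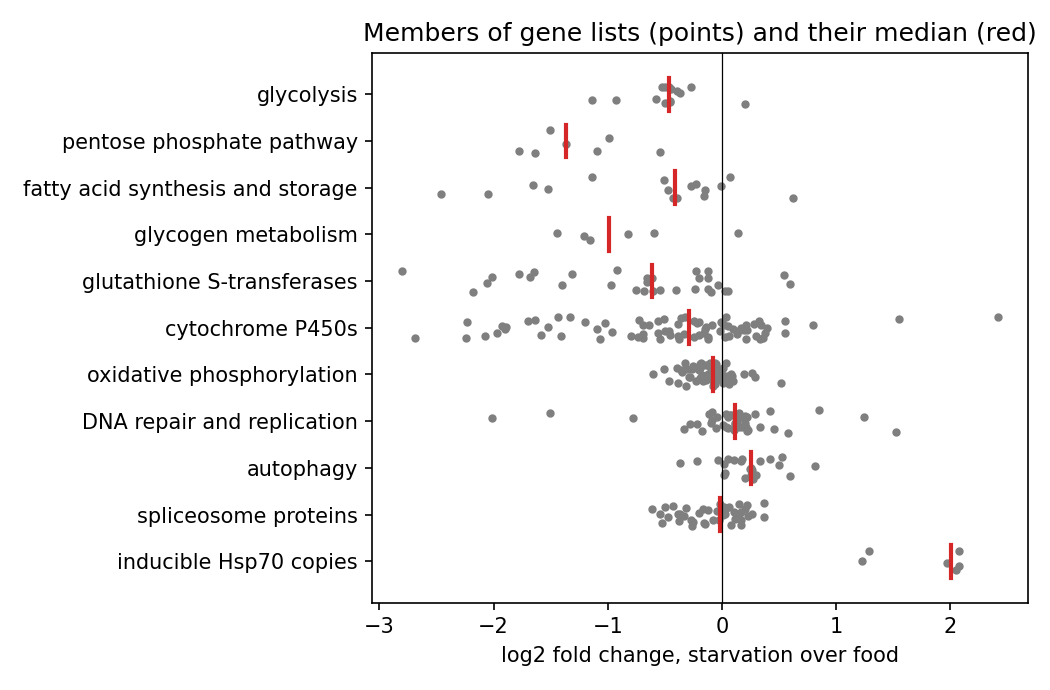
Log2 fold change between starvation and food of each tested gene (points) in 11 gene lists, with the median of each list in red. The metabolic lists lie mostly below 0, including oxidative phosphorylation, with 52 of 70 genes lower and a median of -0.08.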

We found that down-regulated genes participate in a variety of metabolic pathways, whereas up-regulated genes are mainly enriched in pathways related to DNA repair, nutrients recycling, and spliceosome (S6 Fig). 

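The 45 spliceosome proteins in a list drawn up by hand had a median log2 fold change of -0.02, with 21 genes higher and 24 lower, and a range from -0.62 to 0.37. The list did not shift beyond the other genes (camera, adjusted p = 0.83 over 24 lists), and its median took the other sign only under 4 alternatives that also raised the median of all genes tested, as with upper-quartile normalization, where both were 0.10. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 of the 45 genes were higher and 5 lower at an adjusted p under 0.05, 3 passed when adjusted over the list alone, and none changed 2-fold (19 had an unadjusted p under 0.05). The heat shock protein genes of the Hsp70 family, which the counting could have split between near-identical copies, were higher, with a median of 2.01 over 6 copies (camera, adjusted p = 0.0018; fry, 0.061). Their sum was 444 CPM in starvation replicate 1, within the range of the food libraries (352 to 512), and 825, 2130 and 1944 in starvation replicates 2, 3 and 4. Hsp70Aa and Hsp70Ab lost their adjusted p under 0.05 in 8 of 19 alternatives each, and without starvation replicate 3 they were under 2-fold (0.90 and 0.96).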

The fact that genes involved in the spliceosome are upregulated upon starvation suggests that alternative splicing may underlie responses to starvation.

**Fig 5:**
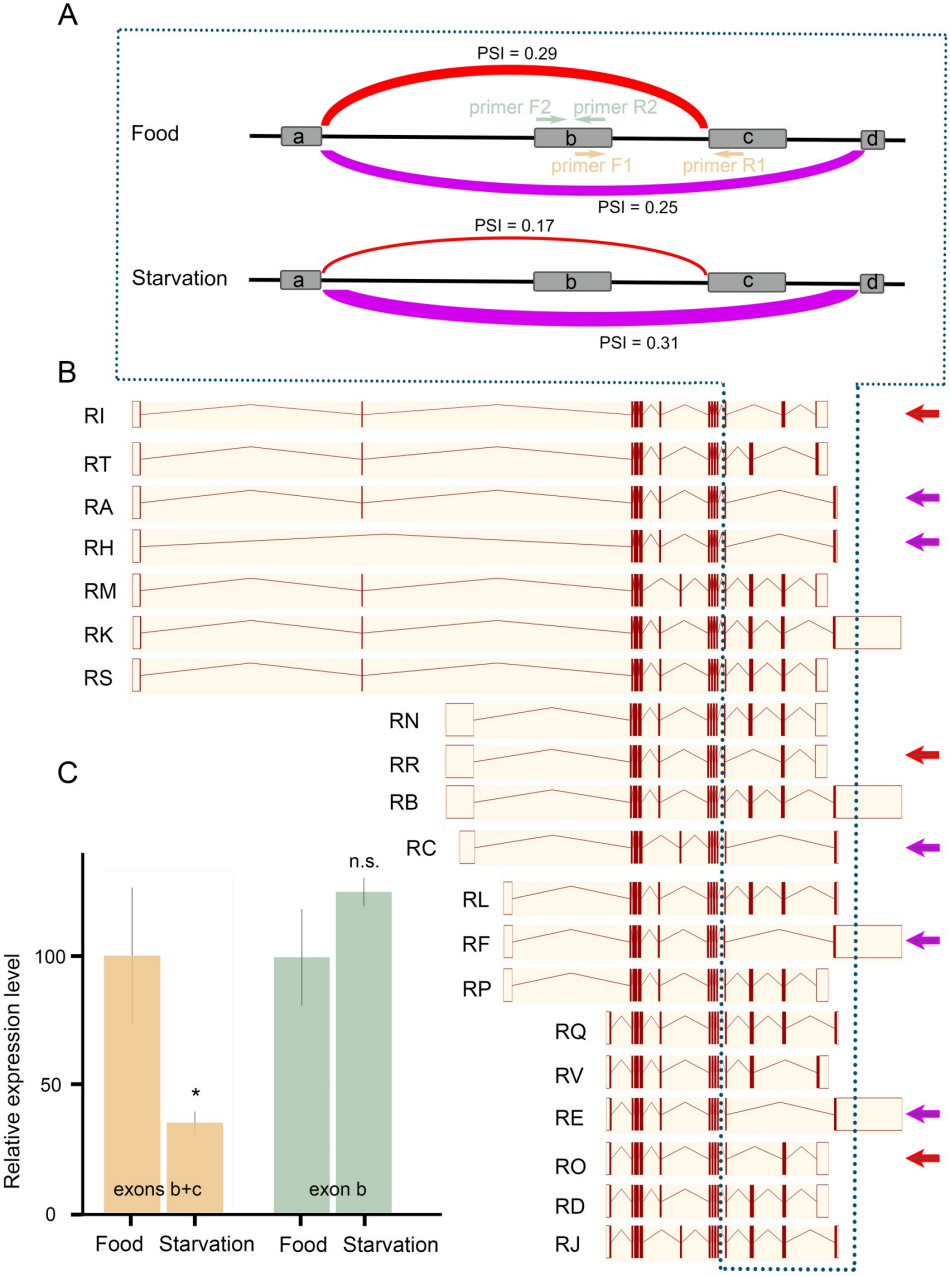
*syp* is alternatively spliced under starvation. (A) Differential usage of exons in *syp* under food and starvation conditions. Four exons involved in the alternative splicing were shown and referred to as exon a, exon b, exon c, and exon d. PSI: Percentage Sliced In. (B) Various splice variants of *syp* (www.flybase.org). Arrows indicate splice variants that were either downregulated (red color) or upregulated (purple) under starvation. (C) Relative expression of targeted exons measured by qPCR. The targeted locations of each pair of primers were indicated in panel A. * *P* < 0.05, n.s.: *P* > 0.05, unpaired *t*-test, n = 4 per condition. Error bars represent SEM.

To identify genes that underwent alternative splicing under starvation, we analyzed RNA-seq data using LeafCutter, a software that can identify and quantify both novel and known alternative splicing events [33]. LeafCutter focuses on intron excisions and groups RNA-seq reads into different clusters based on their mapped location to the genome. Therefore, the final data presentation is in the form of clusters that include various splicing forms. A cluster was considered significant when FDR < 0.05. A total of 1927 clusters from 359 genes were alternatively spliced under starvation (S7 Table). Gene enrichment analyses showed that these genes were implicated in a variety of biological processes, including regulation of mRNA splicing itself (S8 Table). Remarkably, the most significant molecular function GO term is mRNA binding (S8 Fig, S8 Table), suggesting that upon starvation, genes encode RNA-binding proteins tend to be alternatively spliced.

Among these 1927 significant clusters, 359 of them, from 180 genes, have a ΔPSI larger than 10%. PSI, Percentage Sliced In, is the fraction of a gene’s mRNAs that contain the exon; therefore, ΔPSI is the difference in PSI between the starvation condition and the food condition. Among these 359 clusters, 80.8% of them have small splicing changes (10% < ΔPSI < 25%), 18.7% have intermediate splicing changes (25% ≤ ΔPSI ≤ 50%), and 0.5% have large splicing changes (ΔPSI > 50%). Gene *syp* is alternatively spliced under starvation (S7 Table). A total of 10 splicing events were found in this significant cluster. Among them, the top two ΔPSIs were -12% and 6% (Fig 5A). The splice variants that correspond to the changes are *syp*-RI (Transcript ID: FBtr0334711), *syp*-RR (FBtr0334720), *syp*-RO (FBtr0334717), *syp*-RA (FBtr0083958), *syp*-RH (FBtr0113256), *syp*-RC (FBtr0083960), *syp*-RF (FBtr0083961), and *syp*-RE (FBtr0083963) (Fig 5B).

To confirm that these changes were not from sequencing noises, we designed PCR primers to target the middle exons within this region (exons b and c, Fig 5A) and performed RT-qPCR. Results showed that the expression of exons b and c in starved flies was reduced to 38% of that in flies maintained under the food condition (Fig 5C), which confirmed the increased splicing from exon a to exon d. We further designed primers to target exon b only and found that the expression of exon b alone was unchanged after starvation (Fig 5C), which was not surprising since this exon was involved in two splicing events that were regulated in opposite directions by starvation. Therefore, *syp* was alternatively spliced upon starvation. It is likely that specific *syp* splice variants play the role in regulating SIH.

### Knocking out two alternatively spliced exons in *syp* leads to reduced SIH

To study the significance of alternative splicing involving exons b and c in SIH, we generated exons b and c deletion flies using CRISPR/Cas9 [34, 35]. We designed sgRNAs to target both exons (Fig 6A). Complete deletion of exons b and c was confirmed in the mutant allele *syp*^1^ by sequencing. The *syp*^1^ allele was initially maintained over *TM3, Ser*. We observed very few homozygous mutant flies emerged from the breeding vials (4 homozygotes out of 457 flies), suggesting that deletion of these two exons potentially affects either development or adult viability.

**Fig 6:**
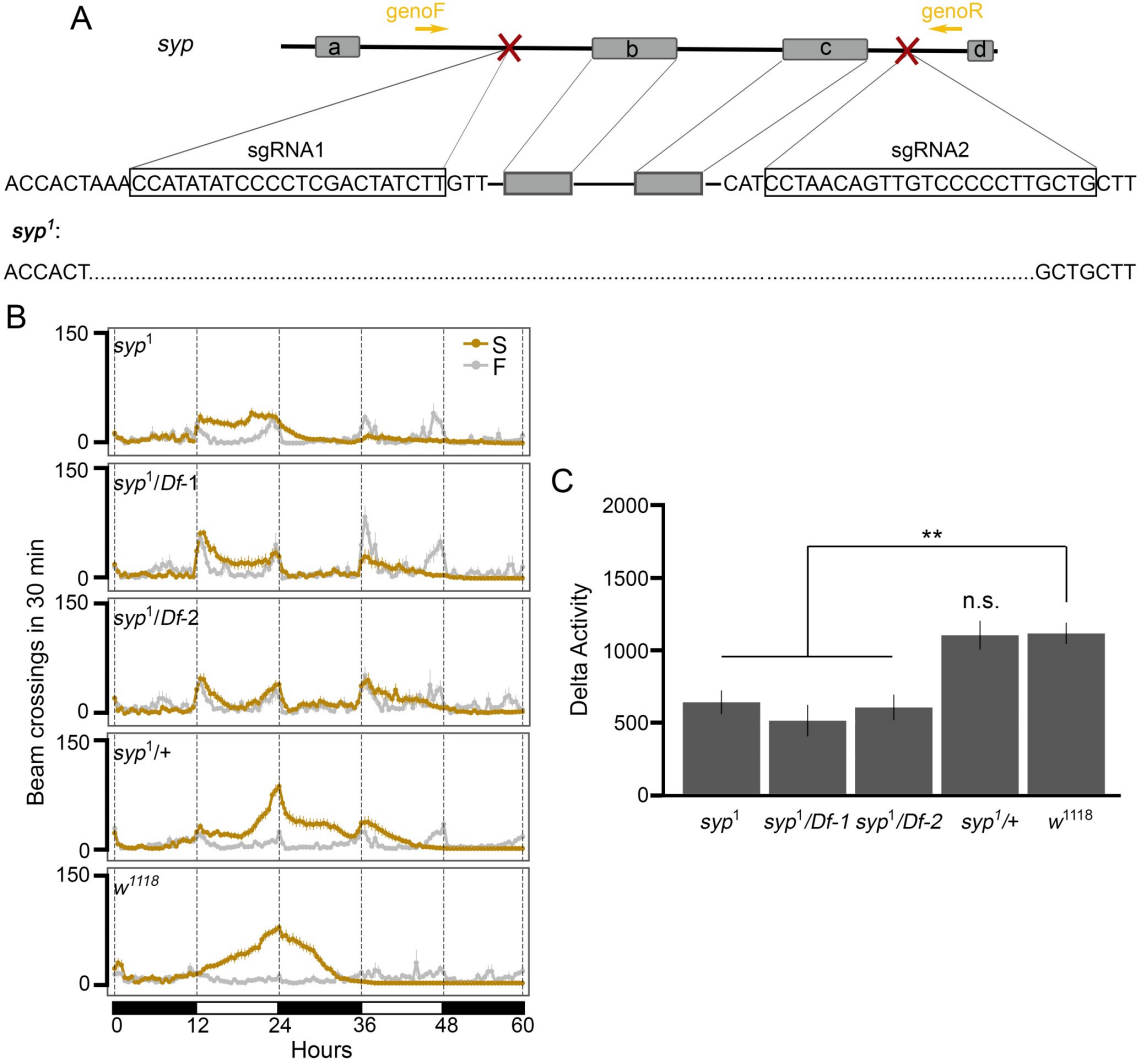
Deletion of exons b and c in *syp* leads to reduced SIH. (A) Generation of *syp* exons b and c deletion lines using CRISPR/Cas9. Two sgRNAs that target the intronic regions adjacent to exon b and exon c (symbol X in red) cut each side of the targeted region, respectively. The sequences of sgRNAs were show in the rectangles. A pair of primers (genoF and genoR) were used to amplify the targeted region for sequencing. Exons b and c were deleted in the *syp*^1^ allele based on sequencing results. (B) Locomotor activity responses to starvation from each genotype under either food (F) or starvation (S) conditions. n = 16—26 per genotype per condition. *Df-1*: *Df(3R)BSC124*; *Df-2*: *Df(3R)BSC141*. (C) Summary plot of SIH from each genotype in panel B. ** *P* < 0.01, unpaired *t*-test with Bonferroni Correction. Error bars represent SEM.

To determine the stage of the lethality occurred, we outcrossed *syp*^1^ to *w*^1118^;*TM3*/*TM6B, Hu, Tb* and maintained the *syp*^1^ allele over *TM6B, Hu, Tb* so that we could study pupae by taking advantage of the phenotypic marker Tubby (Tb) associated with *TM6B, Hu, Tb*. We observed a normal ratio between non-Tb and Tb pupae (140 non-Tb vs. 291 Tb, Chi-squared test for given probabilities, *P* = 0.7223), demonstrating that exons b and c are dispensable for development before pupal stages. We also noticed that after outcrossing, although the number of the *syp*^1^ homozygous flies was still lower than expected (9 homozygotes out of 194 flies, that is ∼5%), but higher than the initial observation (∼1%). The requirement of *syp* to the adult survival is consistent with a previous study showing that flies from two *syp* mutant lines, *syp*^f03775^ and *syp*^e00286^, have decreased adult viability, but mutants can survive until late pupal stages [28]. Notably, insertion sites in *syp*^f03775^ and *syp*^e00286^ are within the C-terminal region of *syp*. Specifically, f03775 is located in the intronic region between the two exons deleted in our deletion lines and e00286 is located immediately upstream of these two exons.

Next, we examined the locomotor responses of survived *syp*^1^ homozygous flies to starvation. Results from locomotor activities under either food or starvation conditions showed that compared to *w*^1118^ flies, *syp*^1^ homozygotes had significantly reduced SIH (*P* = 1.11e-4, Fig 6B and 6C), similar to neuron-specific knockdown flies (Fig 3). We also examined *syp*^1^ heterozygous flies and did not see a difference in SIH between these flies and *w*^1118^ (*P* = 0.9162).

To further confirm that the reduced SIH in *syp*^1^ homozygotes was indeed due to the deletion of exons b and c in *syp*, we generated and tested *syp*^1^/*Df(3R)BSC124* and *syp*^1^/*Df(3R)BSC141* flies. *Df(3R)BSC124* and *Df(3R)BSC141* are two independent deficiency alleles in which a number of genes including *syp* are deleted (www.flybase.org). Therefore, *syp*^1^/*Df(3R)BSC124* and *syp*^1^/*Df(3R)BSC141* represent a homozygous deletion for exons b and c on an otherwise heterozygous *syp* background. Similar to *syp*^1^ homozygotes, flies from both *syp*^1^/*Df(3R)BSC124* and *syp*^1^/*Df(3R)BSC141* also showed reduced SIH (*P* = 8.55e-05 and *P* = 8.18e-05, respectively). Together, these results demonstrate that alternative splicing of *syp* involving exons b and c play an essential role in regulating SIH in adult flies.

## Discussion

Starvation-Induced Hyperactivity (SIH) has been observed in different species [3–12], suggesting that it has a genetic component. SIH facilitates food acquisition and energy intake when food is available [7], but it increases energy expenditure and makes starved animals even more vulnerable when food is not available [4]. Therefore, genetic dispositions to either too much or too little SIH would impair fitness depending on the environment. Taking advantage of the genetic diversity in the DGRP strains derived from a wild population, we have demonstrated for the first time the significant genetic contribution to SIH. Our studies show that the broad sense heritability (*H*^2^) of SIH is 0.38, which is lower than the reported heritability of developmental traits in the DGRP (e.g. *H*^2^ is 0.89 for developmental time [36], 0.66-0.88 for pigmentation [37], and 0.71-0.78 wing morphology [38]), but is higher than the reported heritability of behavioral traits in the DGRP (e.g. *H*^2^ is 0.03-0.09 for courtship behavior [39] and 0.02-0.45 for olfactory behavior [40–42]), suggesting that SIH has a relatively strong genetic basis compared to other behavioral traits.

Our genome-wide association studies identified 23 loci from 14 genes significantly associated with SIH in adult *Drosophila* (Fig 2A, Tables 1 and 2). Gene enrichment analyses revealed that mRNA binding proteins were important for SIH (Fig 2C). We validated the role of RNA-binding protein Syp in adult neurons in regulating SIH (Figs 3 and 4) and showed that specific *syp* splice variants were responsible for SIH (Figs 5 and 6). Although the present study is the first unbiased genome-wide study on SIH, other candidate gene approaches have discovered a number of SIH genes in *Drosophila* in recent years, which includes *AMP-activated protein kinase* (*AMPK*) [5, 6], *Adipokinetic hormone* (*Akh*) [4], *Adipokinetic hormone receptor* (*AkhR*) [8], *Insulin-like peptides* (*Ilps*) [8], *Insulin-like receptor* (*InR*) [8], *Tyramine beta hydroxylase* (*Tbh*) [7], and *dG9a* [9]. Majority of these candidates play important roles in relaying metabolic information to neurons. 

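Ilp5 and Ilp6, which encode insulin-like peptides, were lower under starvation. Ilp5, on 3L from 9823349 to 9823897, fell from 15.1 ± 2.91 to 4.80 ± 0.66 CPM (SD, n = 4), a log2 fold change of -1.65 (standard error 0.15, adjusted p = 2.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ilp6, on X from 2331493 to 2334658, fell by 0.72 on the log2 scale (standard error 0.10, adjusted p = 4.4e-04 from the same test), which is under 2-fold. The changes of AMPKalpha (0.09), G9a (0.14), Tbh (0.06), Ilp2 (-0.21), Ilp3 (-0.05), Ilp1 (0.03) and Ilp7 (-0.40) were within the replicate error in that test, with adjusted p-values from 0.20 to 0.96. Without starvation replicate 3, Ilp2 (-0.32) and G9a (0.24) passed an adjusted p of 0.05, and G9a (0.21) also passed with all 8 libraries when a trend with exonic length was taken out, an alternative chosen after the data were seen. Akh had between 3 and 22 counts per library and a log2 fold change of 0.19, with a 95% confidence interval from -0.90 to 1.28. Ilp4 and Ilp8 were too low to be tested. As a list, the 12 tested genes of this kind had a median log2 fold change of -0.01 and did not pass limma's camera (adjusted p = 0.66), while they passed its fry test (adjusted p = 0.0086), which does not compare a list with the other genes.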

Expression of some of these genes were regulated by starvation, as shown in our differential expression analyses from RNA-seq data. For example, the mRNA levels of both *AkhR* and *InR* were significantly altered after starvation (logFC = -1.08 and logFC = 1.45; *P* = 1.65e-9, and *P* = 3.15e-23 for *AkhR* and *InR*, respectively. S6 Table). 

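AkhR lies on 2L from 6711286 to 6716186. It had 32.4 ± 4.17 CPM on food and 15.4 ± 3.40 under starvation (SD, n = 4). The log2 fold change was -1.08 (standard error 0.16, 95% confidence interval from -1.42 to -0.73, adjusted p = 4.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its fall was under 2-fold in 3 alternatives, at -0.96 with upper-quartile normalization, -0.99 without food replicate 3 and -0.91 without starvation replicate 4. InR lies on 3R from 21570248 to 21619321. It had 32.7 ± 0.60 CPM on food and 89.7 ± 18.0 under starvation (SD, n = 4), a log2 fold change of 1.46 (standard error 0.13, 95% confidence interval from 1.17 to 1.74, adjusted p = 1.7e-05 from the same test). Over the 19 alternatives run for InR it lay between 1.34 and 1.59. For both genes the conditions did not overlap (exact two-sided permutation test, p = 0.0286).

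**Figure D4:**
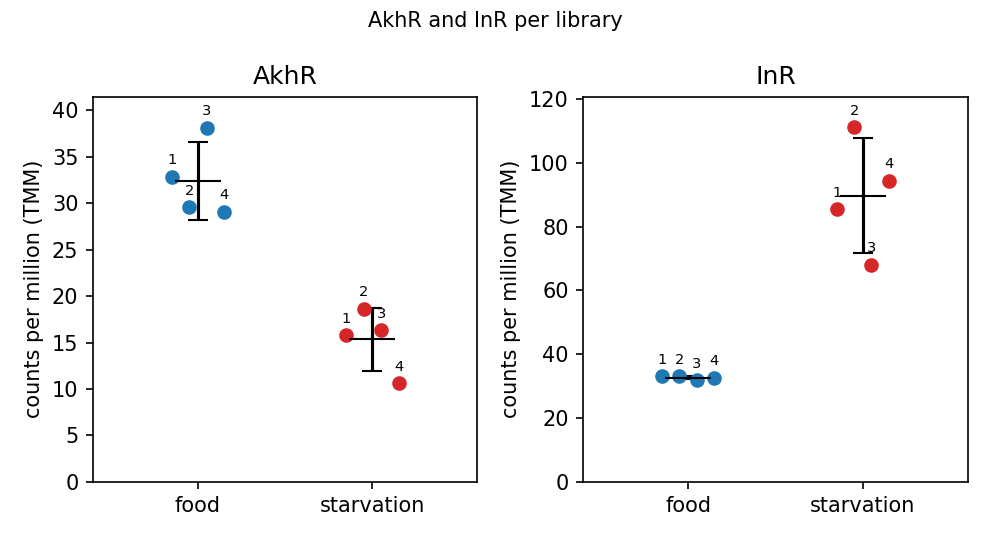
Normalized counts (CPM) of AkhR and InR in each library (points, numbered by replicate), with the mean and SD of 4 libraries per condition. The AkhR libraries lie between 29.1 and 38.1 on food and between 10.6 and 18.7 under starvation.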

The present study further suggests that RBPs and post-transcriptional regulation could be another important pathway that regulates SIH. Moreover, our RNA-seq data show that only 15 genes (3 up-regulated and 12 down-regulated) are shared between the 658 differentially expressed genes and the 180 alternatively spliced genes, suggesting that regulation at both transcriptional and post-transcriptional levels for the same gene is uncommon in response to starvation, at least in the head. 

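Of the 180 genes of the S7 Table with an intron whose PSI changed by more than 10%, 178 were found among the genes tested. The 759 genes changed here held 15 of them, 3 higher and 12 lower. The largest falls among the 12 were those of CCHa2 (log2 fold change -3.23) and apolpp (-2.81), which were named after their values were seen. Among 10000 random lists of as many tested genes matched on mean expression, the mean overlap was 9.42 genes and the central 95% ran from 4 to 16 (two-sided permutation test over genes, p = 0.0982). Without matching, the mean was 11.2 (permutation p = 0.305). With random lists matched on mean expression and exonic length, a comparison chosen after the data were seen, it was 6.92 and the overlap was larger than in most lists (permutation p = 0.0068).

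**Figure D5:**
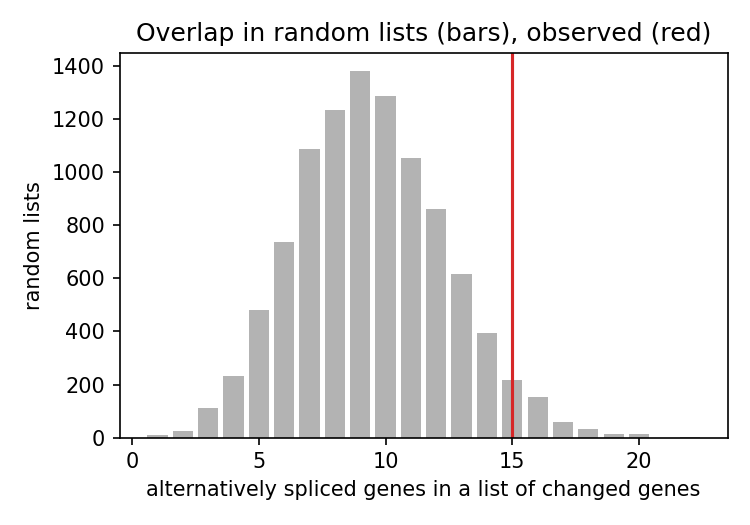
The number of alternatively spliced genes in each of 10000 random lists of tested genes matched on mean expression (bars), and the 15 observed among the genes changed under starvation (red line).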

Gene enrichment analyses further suggest that metabolic genes tend to be regulated at the transcriptional level while genes involved in the mRNA regulation tend to be regulated post-transcriptionally (S6 Fig). This is also shown in our splice variants analysis followed by GO analysis. 

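At the level of gene counts, the 16 genes that the S8 Table lists under mRNA binding, all of them chosen by the paper for a change in splicing, had a median log2 fold change of -0.09 between starvation and food, with 3 higher and 13 lower. They did not shift beyond the other genes (camera, adjusted p = 0.64 over 3 lists added after the counts were seen). Only fus passed both thresholds, at -1.12 and an adjusted p of 4.8e-05 in edgeR's quasi-likelihood test.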

Genes encoding RBPs seem to be especially regulated by alternative splicing (S8 Fig).

*syp* has a number of splice variants (Fig 5B). These variants mainly differ at the N-terminus and the C-terminus, whereas the remaining middle region of the protein, corresponding to the three RNA recognition motifs, are largely unchanged. The sequence discrepancy among various splice variants implies a potential role of UTRs in response to different stimuli. Our results from RNA-seq demonstrate that under starvation, *syp* is mainly regulated at the C-terminus (Fig 5A). We postulate that either Syp itself or some other RBPs may regulate the splicing of *syp* under starvation. Such self-regulatory or cross-regulatory networks in the alternative splicing of RBPs have been reported in previous studies [43]. Moreover, alternatively spliced exons in *syp* seem not only involved in regulating starvation responses. We have found that deletion of these axons leads to semi-lethality in adult flies. Although the argument is beyond the scope of the current study, our KO data suggest that the SIH and lethality might be mediated through different splice variants. Given that the skipping of exons b and c is elevated upon starvation (Fig 5A) and that knockout of them leads to reduced SIH (Fig 6B), it is very likely that transcripts with no exons b and c are responsible for Syp’s role in SIH. In comparison, the survival phenotype is more likely due to the absence of the transcripts containing either exon b or c or both.

Syp is a *Drosophila* homolog of human SYNaptotagmin-binding Cytoplasmic RNA-Interacting Protein (SYNCRIP)/hnRNP Q, and they share 47% sequence identity [28]. Similar to the mammalian SYNCRIP, Syp consists of three RNA recognition motifs and one acidic domain at the N-terminus [28, 44]. However, it lacks the arginine-glycine-glycine domain at the C-terminus [28]. In mammals, different domains mediate the interaction of SYNCRIP with different effectors, which renders SYNCRIP a wide range of functions including circadian regulation [45–47], neuronal morphogenesis [48–50], and stress response [51]. Misregulation of SYNCRIP has been reported in neurodegenerative diseases [52, 53], psychiatric disorders [54, 55], and cancer [56, 57]. In flies, studies have shown that Syp is required for different developmental phenotypes, such as oogenesis [28], maintaining a normal structure and function of synapses at the neuromuscular junction in larvae [29, 30], and determining neuron/glia cell fates [31, 32]. The present finding is the first indication that Syp has a unique function in adult flies (Fig 3) independent of its developmental effects (Fig 4). At the subcellular and molecular level, previous studies have shown that Syp, in muscle cells at the *Drosophila* larval neuromuscular junction, can modulate the presynaptic vesicle release through regulating postsynaptic translation of a retrograde signal [30] and can regulate activity-dependent synaptic plasticity [58]. Similar functions have also been observed in mammalian SYNCRIP such that it is a component of neuronal RNA transport granules that can regulate dendritic morphology [48, 59–61], and that it inhibits translation by competing with the poly(A) binding protein [62]. We hypothesize that Syp might be able to quickly affect protein synthesis in neurons and even local protein synthesis in synapses in response to starvation. Further studies are needed to examine the molecular mechanisms, including the upstream and downstream pathways associated with Syp in adult neurons in response to starvation.

In summary, we report genome-wide association studies of SIH as a behavioral trait. Our data suggest a strong genetic component in SIH. We further report an essential role of *syp* and post-transcriptional regulation in adult neurons in regulating SIH.

## Materials and methods

### Drosophila stocks

The *Drosophila melanogaster* Genetic Reference Panel (DGRP) strains were from the Bloomington Drosophila Stock Center (BDSC). The UAS- *syp* RNAi lines (#33011, #33012) and the genetic control line were from the Vienna Drosophila Resource Center (VDRC). The *actin*-Gal4 (#4414), the pan-neuronal driver *nSyb*-Gal4 (#51635), *Df(3R)BSC124* (#9289), and *Df(3R)BSC141* (#9501) were from the BDSC. Unless stated otherwise, all flies were reared on the standard cornmeal medium from FlyKitchen at the University of Chicago at 25 °C under a 12-hr:12-hr light: dark cycle with the light on at 06:00 and off at 18:00.

### Locomotor assay setup

Male flies, 1 to 3 d old, were anesthetized briefly and transferred into activity tubes filled with the standard cornmeal medium where they were allowed to recover from CO2. One day later, flies were randomly separated into two groups. Flies in the first group were transferred into activity tubes filled with 4% sucrose plus 5% yeast in 1% agar (food condition), and flies in the second group were transferred into activity tubes filled with 1% agar only (starvation condition). The other end of activity tubes was inserted with a small cotton ball to allow air exchange for the fly and also to prevent fly from escaping. The locomotor activity of each fly was monitored using the Drosophila Activity Monitor (DAM2, Trikinetics Inc.). Unless stated otherwise, the assay chamber was maintained at 25 °C under a 12-hr:12-hr light: dark cycle with the light on at 06:00 and off at 18:00. The start point on the plots is the light off point, which is 18:00 on the setup day, which is about 6-7 hours after flies were transferred to the activity tubes. We used 8 flies per condition per genotype for screening. The number of flies in other experiments was indicated in the text.

### Data analysis of the locomotor responses to starvation

Infrared beam breaks per 30-minute interval from two conditions were averaged and plotted as a function of time point for each strain. The total activity of each fly from a 12-hour period (either daytime or nighttime) in each condition was first summed, and the activity difference between the two conditions was then calculated. Since flies were monitored for a total of sixty hours, there were five DAs. The largest DA among five DAs was referred to as DA of each fly. The averaged DA from 8 flies was used to represent the strain DA.

### Starvation resistance

Starvation Resistance is represented by the time point (0-120) when all eight flies under starvation were dead. The death of a fly was inferred from the activity data such that there were no beam crosses. In the case of all flies survived to the last time point, an index of 121 was used.

### Genome-wide association analysis

Genome-wide association analysis on SIH was performed using the DGRP analysis pipeline at http://dgrp2.gnets.ncsu.edu [16, 17]. Briefly, each raw dataset was first adjusted for the Wolbachia infection and the inversion with a linear model where the raw dataset as the response variable and the infection status and five major inversion polymorphisms as covariates (S3 Table). Residuals from this linear model were then used as response variable to fit a mixed linear model: Y = *μ* + G + r, where *μ* is the overall population mean for each trait, G is the effect of SNPs or INDELs being tested, and r is a polygenic component with covariance between lines determined by their genome relationship [17]. A total of 1,905,103 SNPs or INDELS with minor allele frequencies (MAFs) larger than 0.05 were included in the analysis. A nominal *P*-value threshold of *P* < 1 × 10^-5^ was used for declaring SNPs or INDELs to be significantly associated with trait variation by following previous studies [16, 17].

### Gene enrichment analysis

The web-based enrichment analysis tool FlyEnrichr [24, 25] was applied to evaluate the list of candidate genes, and to obtain a set of enriched functional annotations in three domains: biological process (BP), cellular component (CC), and molecular function (MF) [63] or in KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways [64]. GO or KEGG terms with *P* < 0.05 (after Benjamini-Hochberg correlation) were listed in S5 and S8 Tables.

### Western blotting

For the Gal80^ts^ experiment, a group of 25-30 male flies, 1 to 3 d old, were reared on the standard cornmeal medium at either 18°C or 31°C for two days. For the protein level of Syp in *w*^1118^ flies under either food or starvation conditions, a group of 25-30 male flies, 1 to 3 d old, were maintained in either food or starvation conditions at the room temperature for one day. The total protein from adult heads was then extracted and quantified. A total of 50 *μ*g protein from each sample was loaded for SDS-PAGE. Separated proteins were electrophoretically transferred to the PVDF membrane. After blocking, the membrane was incubated with primary antibodies (Guinea pig anti-Syp 1:2000 Ilan Davis, UK; Mouse anti-tubulin 1:500 Developmental Studies Hybridoma Bank, DSHB) and then the secondary antibodies (peroxidase-labeled anti-Guinea pig IgG 1:10,000, Sigma; peroxidase-labeled anti-mouse IgG 1:10,000, Jackson ImmunoResearch Laboratories). Signals were detected with enhanced chemiluminescence (ThermoScientific).

### RNA extraction

A group of 30 male flies, 1 to 3 d old, were maintained under either food or starvation conditions for one day. Four biological samples were collected for each condition. Total RNA was extracted from heads using RNA extraction kit (Zymo Research). After the removal of genomic DNA (DNA-free kit, AMBION), total RNA was quantified using a NanoDrop spectrophotometer (Thermo Scientific), and the concentrations of total RNA were then diluted to 100 ng/*μ*L.

### RNA sequencing and data analysis

RNA sequencing was performed in the Genomics Core Facility at the University of Chicago. Briefly, the integrity of total RNA was assessed using a bioanalyzer 2100 (Agilent), and poly(A)+ RNA-seq libraries were then prepared from each sample, multiplexed, and sequenced by 100-bp paired ends using Illumina HiSeq4000 sequencer (S3 and S4 Figs). Sequencing was duplicated using two flow cells. A total of 15-30 million reads were generated for each library per sequencing batch. Sequencing quality was assessed using FastQC [65], and the mean quality score ranges from 38.84 to 39. Raw sequencing reads from each group (treatments + biological replicates + sequencing batches) were individually mapped to the Drosophila genome (v6.22) using STAR (v2.6.1b) [66]. About 95% of raw reads from each sample were uniquely mapped to the genome. Each bam file was then processed using ASpli [67] to obtain differentially expressed genes and thereby to access the sequencing batch effect (S5 Fig). Since results from two sequencing batches are highly correlated (*ρ* = 0.99, *P* < 2.2e-16, Pearson correlation test), we merged two sequencing bam files from the same sample using samtools [68] for downstream analyses. Alternative splice variants were analyzed using Leafcutter [33].

### RT-qPCR

The cDNAs were synthesized using SMARTScribe Reverse Transcription Kit (TaKaRa). Two pairs of primers that target either both exons b and c or exon b only were used to amplify these two exons. Primer sequences of the first pair of primers are: 5’- TTC ACC GAT GGC TAG TGG AC and 5’- GTT GGC CAA CGA CTC TGC CA, and primer sequences of the second pair of primers are: 5’– TTC GGT TTC TCG GAC TAT CG and 5’—CCA CCG TTC GGG TAA TCA TA. One pair of primers that targeted the house-keeping gene *ribosomal protein 49* (*rp49*) was used as the internal control for qPCR. Primer sequences are: 5’- GCT AAG CTG TCG CAC AAA TG and 5’- GTT CGA TCC GTA ACC GAT GT.

### Generation of exon b and exon c deletion using CRISPR/Cas9

The deletion allele was generated using CRISPR/Cas9 [34, 35]. The sgRNAs were designed using FlyCRISPR Optimal Target Finder (http://targetfinder.flycrispr.neuro.brown.edu/) and *in vitro* transcribed using T7 transcript kit (MEGAscript T7 Transcription Kit, Cat # AMB13345). The sequences of sgRNAs were shown in Fig 6A. The sgRNAs and Cas9 protein (RNA bio company, Cat #CP01) were injected into embryos from flies with a genotype: *nos-phiC31, y[1] sc[1] v[1] sev[21]; Py[+t7.7] = CaryPattP2* (BDSC #25710). Deletion alleles were maintained over *TM3, Ser* (BDSC #4534). Deletion was confirmed by sequencing the targeted region amplified using a pair of primers (Fig 6A). Primer sequences are 5’- CGA ACT CTC TGT GTC GCA AG (genoF) and 5’- AGT TGG CAT TGG ATT GGT GT (genoR).

### Correlation, quantitative genetic, and statistical analyses

All analyses were performed using the statistical software R v3.6.1 (http://www.r-project.org). Pearson correlation test was applied for correlation analyses. Other statistical tests were indicated in the text or figure legends. The broad-sense heritability (*H*^2^) of SIH was computed as *H*^2^ = *σ*^2^_G_/(*σ*^2^_G_ + *σ*^2^_E_), where *σ*^2^_G_ is the among-line variance component and *σ*^2^_E_ is the error variance.

## Supporting information

S1 Fig Setup image of the locomotor activity assay. One end of the activity tube (Diameter × Length = 5 mm x 65 mm, Trikinetics Inc.) was filled with either 4% sucrose plus 5% yeast in 1% agar in the food condition or 1% agar only in the starvation condition. The length of the medium is 1 cm. The other end of the tube was stopped with a small cotton ball. One male fly was introduced into each tube.
(TIF) Click here for additional data file.

S2 Fig Linkage Disequilibrium map and Quantile-Quantile plot for GWA on SIH. (TIF) Click here for additional data file.

S3 Fig Experimental design and workflow of RNA sequencing. (TIF) Click here for additional data file.

S4 Fig Integrity of total RNA from each sample. (TIF) Click here for additional data file.

S5 Fig Correlation analyses of genes from two sequencing batches. A: Scatter plot for all genes. A total of 9452 genes were included in the analysis. Each dot represents one gene. Dots with cyan color are the genes that show the same direction of change after starvation for two batches. Dots with yellow color are the genes that show the opposite direction of change after starvation for two batches. B: Scatter plot for genes with false discovery rate (FDR) < 0.05 and fold change ≥ 2 or fold change ≤ -2.
(TIF) Click here for additional data file.

S6 Fig Differential expression analysis. A: Clustering and heatmap showing mRNA levels in four biological replicates of each condition. B: Volcano plot of significantly regulated genes by starvation (Cutoff values: FDR < 0.05 and fold change ≥ 2 or fold change ≤ -2). (C) Enriched KEGG pathways associated with either down-regulated (blue bars) or up-regulated (red bars) genes.
(TIF) Click here for additional data file.

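Across the 12048 genes tested, Pearson's r of log2 CPM lay between 0.992 and 0.994 for pairs of food libraries, between 0.980 and 0.992 for pairs of starvation libraries and between 0.966 and 0.980 for pairs of a food and a starvation library. These correlations are across genes, which are not independent replicates. The first principal component held 58.5% of the variance and separated the conditions, and the second held 16.1% and set starvation replicate 3 apart. That library had a mean r of 0.982 with the other starvation libraries, which had at least 0.990 with each other. Its counts were lower for genes with long exonic sequence, with a Spearman correlation of -0.54 across genes between its deviation and exonic length. The other starvation libraries had 0.26 to 0.36. Deviations were taken from the mean of the condition, so these positive values follow in part from replicate 3 and are no independent comparison. No pair of libraries of a condition differed by less than the sampling noise.

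**Figure D6:**
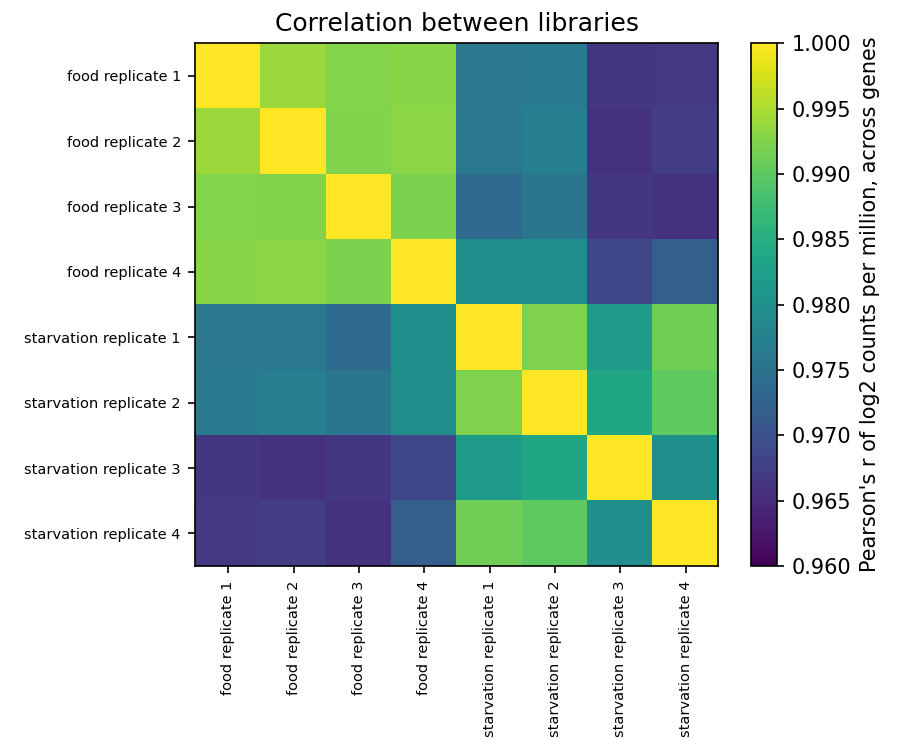
Pearson's r of log2 CPM across the 12048 genes tested, for each pair of the 8 libraries. Values between conditions lie between 0.966 and 0.980, and starvation replicate 3 is below the other starvation libraries.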

S7 Fig Western blot and quantification of Syp protein level. A: Western blot of adult fly head homogenate from *w*^1118^ flies under either food or starvation conditions. Four biological replicates per condition. Tubulin is the loading control. B: Quantification of Syp from panel A. n.s: *P* > 0.05, unpaired *t*-test. Error bars represent SEM.
(TIF) Click here for additional data file.

S8 Fig Molecular function GO terms associated with alternatively spliced genes. Only terms associated with more than four genes were shown in this plot. See the complete list in S8 Table.
(TIF) Click here for additional data file.

S1 Table Data of SIH and of starvation resistance for DGRP strains. (XLSX) Click here for additional data file.

S2 Table Analysis of variance of SIH in the DGRP. (XLSX) Click here for additional data file.

S3 Table Covariates analyses. (XLSX) Click here for additional data file.

S4 Table Gene lists of GWA with *P* < 1 × 10^-4^, *P* < 8 × 10^-5^, *P* < 6 × 10^-5^, *P* < 4 × 10^-5^, and *P* < 2 × 10^-5^. (XLSX) Click here for additional data file.

S5 Table Over-representation of Gene Ontology Categories associated with nominated genes with *P* < 1 × 10^-4^ or *P* < 8 × 10^-5^. (XLSX) Click here for additional data file.

S6 Table Differentially expressed genes. (XLSX) Click here for additional data file.

S7 Table Alternatively spliced genes. (XLSX) Click here for additional data file.

S8 Table Over-representation of Gene Ontology Categories and KEGG pathways associated with alternatively spliced genes. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

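Gene expression was measured by RNA sequencing in the heads of male flies kept on food or under starvation for 1 day, with 4 samples of 30 flies per condition. The authors mapped paired-end reads with STAR, merged the sequencing batches of each sample and deposited a table of raw counts per gene made with ASpli, without normalization. The deposited table also gave the coordinates of each gene on release 6 of the Drosophila genome and its exonic length. Samples were assigned to conditions from their labels, which named condition and replicate. The table held 17518 named genes and 1 row without a gene name, which was left out of library totals and tests and held between 0.0042% and 0.0054% of the counts of a library. No column of a sample without a condition was present (0 columns).

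Library totals lay between 47936038 and 53168449 counts. At this depth counting error was small for most genes, and the common biological coefficient of variation between replicates was 0.138. From the deposited counts, TMM factors, the filter filterByExpr and the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) gave log2 fold changes, standard errors and adjusted p-values (Benjamini-Hochberg) for 12048 genes. Standard errors were taken from the fold change and the F statistic. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, as in the study. CPM are TMM-normalized. Single genes also had an exact two-sided permutation test of their CPM, with 0.0286 as the smallest p.

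Gene lists were written by hand before the counts were examined (spliceosome, DNA repair and replication, autophagy, Hsp70, glycolysis, pentose phosphate, fatty acid, glycogen, oxidative phosphorylation, glutathione S-transferases, cytochrome P450s, ribosomal and cuticle proteins, markers of 9 cell types or tissues, genes of the paper's Discussion and of its GWA). Lists with at least 3 tested genes were compared with camera and fry in limma 3.58.1, with a preset correlation of 0.01. Lists of clock genes, other heat shock genes and the mRNA binding genes of the S8 Table were added later. Symbols were matched through tables of current and older names. Lists of gene families, such as the cytochrome P450s, were matched on the start of the symbol. The overlap with the S7 Table was compared with 10000 random lists in 20 bins of mean expression.

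The genes named in the text are those the paper names for these libraries, the other SIH genes of its Discussion, the genes its GWA nominated, RpL32, members of the lists, and the 5 largest rises and 5 largest falls among called genes with at least 1 CPM on average and no overlap between conditions. The genes named among those both changed and spliced, and the antisense RNA pairs, were chosen after their values were seen.

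Alternatives set before the data were examined were DESeq2 1.42.0, RLE and upper-quartile normalization, no filter, a mean of at least 10 counts in either condition, edgeR's exact test, limma-voom, a replicate block, leaving out each library, leaving out the 10 most abundant genes and a test against 2-fold. An exact test with a minimum of 0.05 counts per exonic base, a correction for exonic length and random lists matched on length were added after the data were seen. On simulated counts with 200 changed genes among 11924 tested, 198 changed genes were called and 2 unchanged genes were called, and with nothing changed 0 of 11933 genes were called. The simulated changes were all larger than 2-fold, on genes over 1 CPM, and no library was set apart. The simulation therefore does not measure calls near 2-fold or at low counts. Splicing within genes, protein levels and behaviour were not analysed here. GC content was not analysed here.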

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

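The length correction, the tests on scaling and on genes like Syp in length or expression, those on fat body markers and the count of splits for single lists were chosen only after the data were seen. In all, 144 sets of 4 values were examined for a library far from the rest, and 5 stood out, where chance gives 7.2, so single cases carry little weight.

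In starvation replicate 3, Syp was at 239.8 CPM, against 343 to 365 in the other starvation libraries. The correlation of this library's deviation with exonic length was also apart, at -0.539 against 0.26 to 0.36, and its rig value was 14.04 CPM against 16.2 to 16.4. Deviations were taken from the mean of the condition, so the positive correlations of the other libraries follow in part from this library. When the length trend was taken out of every library, its mean correlation with the other starvation libraries rose from 0.982 to 0.986, below the lowest among the others (0.990), so the length trend was not the whole difference. Mitochondrial transcripts took 21.9% of its counts, against 15.4% to 16.6% in the other starvation libraries. Without mitochondrial and rDNA genes the correlation was 0.982, but these are 50 of 12048 genes and can hardly move a correlation across genes, so this leaves their part open. The paper assessed the integrity of total RNA in each sample (S4 Fig), but those values were not used here. RNA integrity as a cause was therefore not tested, and no biological explanation was tested for this library.

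The fall of Syp itself did not rest on that library or trend. Its log2 fold change was -0.49 (standard error 0.06) with the length trend taken out. Under 4 other scalings it stayed at -0.50 or below, with an adjusted p under 0.05 in each, which argues against the choice of scaling as the whole cause. Of the 200 genes nearest in mean expression, 10 were at or below Syp. The 200 genes nearest in exonic length had a median of -0.074, with 12 at or below Syp, which argues against a general fall of long genes. A regulated fall of Syp under starvation is a hypothesis from these same data. It may also reflect a change in the mix of cells in the sample, which was not tested for Syp. The paper reports that splicing of Syp changed under starvation. A shift between transcripts of different exonic length could change a count on the whole gene, and this was not tested either.

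In food replicate 3, chinmo was at 98.02 CPM against 104 to 105, and in food replicate 2, Rip11 was at 53.35 against 64.0 to 64.3. No explanation was tested for these.

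Cell type markers, which the paper does not analyse, shifted. Fat body markers had a median log2 fold change of -1.90 (10 genes, 3 of them also in metabolic lists), hemocyte markers -1.39 (14 genes), glial markers -0.63 (9 genes, all lower) and photoreceptor markers 0.29 (15 genes), with adjusted p-values of 8.4e-18, 7.7e-06, 8.9e-07 and 0.0011 in limma's camera test. Neuronal (-0.03), muscle (-0.04), midgut (-0.12), testis (0.24) and yolk protein (0.14) lists did not pass, with adjusted p-values from 0.40 to 0.93 in camera. As many lists passed in 3 of the 35 splits of the libraries, but the other such splits kept 3 libraries of a condition together and so kept part of the contrast, and the 18 splits with 2 libraries of each condition in each group gave 2 to 7 lists. A median as large arose in 1 of 35 splits for each of these 4 lists. None of the lists passed when camera estimated the correlation between genes (5 of 24 at an unadjusted p under 0.05). Less fat body tissue as the whole cause would lower its markers alike only if each came from that tissue alone, which was not tested. Markers also expressed elsewhere would fall by less, so unequal falls cannot exclude it. The 9 markers with at least 1 CPM, a minimum set after the values were seen, fell by different amounts, from -8.03 for Lsp2 to -1.14 for Hex-C (heterogeneity chi-square 574), and still from -5.01 without Lsp2 and fit. The most abundant, Adh, Lsp2 and apolpp, had 5747, 3905 and 3233 CPM on food and 2566, 14.9 and 463 under starvation. A smaller share of these cells may contribute to the fall, since each of the 9 fell at least 2-fold, and regulation within them stays open. For hemocytes, glia and photoreceptors no explanation was tested.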

How the results depend on the processing

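The length correction and the minimum of counts per exonic base were chosen only after the results were seen.

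Syp, AkhR and InR kept their direction and an adjusted p under 0.05 in the 19 alternatives run for them, which do not include the test against 2-fold, from -0.66 to -0.49, -1.18 to -0.91 and 1.34 to 1.59. The number of genes changed lay between 689 and 810 across the 8 fits that each left out 1 library, and the overlap with spliced genes between 13 and 17. Tested against 2-fold, 273 genes changed, 28 higher and 245 lower. With all genes of the S7 Table the overlap was 24. With upper-quartile normalization 163 genes were higher and 545 lower, 23.0% higher against 14.8% with TMM. It moved the median of all genes to 0.10, so directions near 0 are relative to that shift.

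With a replicate block 760 genes changed. The deviations of same-numbered libraries had correlations of 0.02, 0.06, 0.12 and 0.17, all of them positive. Those of the other pairs of a food and a starvation library ran from -0.13 to 0.083. Whether the numbers pair the samples is left open, and the main fit treats them as unpaired. Sequencing batches were merged in the counts, so each flow cell alone was not run.

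Estimated correlations in camera left 0 of 24 lists past an adjusted p of 0.05 (5 unadjusted). The medians stay as they were, 0.11 for DNA repair and replication, 0.25 for autophagy, 2.01 for Hsp70, -0.46 for glycolysis, -1.36 for pentose phosphate, -0.41 for fatty acid and -0.99 for glycogen genes. Hsp70 also did not pass fry. Other splits gave up to 15 lists (median 6.5), and those with 2 libraries of each condition in each group 2 to 7, whereas no other split gave a changed gene (at most 159 at an unadjusted p and 2-fold, against 809 in the real split, 1 of 35).

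Values near 0 changed sign. With RLE, upper-quartile normalization or without the 10 most abundant genes, the median of all genes went from -0.013 to 0.0074, 0.10 and 0.0077, and the values given here moved by about as much, so these changes of sign follow from the scaling and say nothing relative to other genes. For the changes of sign under the other alternatives the cause was not tested. Spliceosome genes were at 0.0052 with RLE, 0.10 with upper-quartile, 0.0023 without a filter and 0.0048 without the 10 most abundant genes. The SIH list was at 0.011, 0.106, 0.0078 and 0.010 in these. With upper-quartile normalization, oxidative phosphorylation was at 0.042, ribosomal proteins 0.034, neurons 0.082, muscle 0.080, Ilp3 0.076, chinmo 0.040 and RpL32 0.014. With limma-voom Akh was at -0.079 and Ilp1 at -0.10, and Ilp1 was at -0.061 with the replicate block. With the length trend taken out, shep was at 0.012 and chinmo at 0.052, and G9a (0.21) passed an adjusted p of 0.05.

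With each library left out in turn, Akh lay from -0.17 to 0.52, Ilp1 from -0.18 to 0.32, Ilp3 from -0.24 to 0.083, CG34342 from -0.074 to 0.24, CG13283 from -0.32 to 0.076, chinmo from -0.14 to 0.090, rig from -0.015 to 0.14 and RpL32 from -0.27 to 0.022. The lists lay from -0.26 to 0.034 (ribosomal proteins), -0.077 to 0.095 (neurons), -0.047 to 0.015 (muscle) and -0.13 to 0.041 (SIH). Without starvation replicate 3, oxidative phosphorylation (-0.21), ribosomal proteins (-0.26), RpL32 (-0.27), Ilp2 (-0.32) and G9a (0.24) passed an adjusted p of 0.05. Among single genes and lists other than the main ones, 39 values lost the threshold, 8 gained it and 37 changed sign over the alternatives.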

Differences from the paper's values

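The paper gives P = 1.65e-9 for AkhR and 3.15e-23 for InR, which are the adjusted p-values of its S6 Table, while edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave adjusted p-values of 4.9e-04 and 1.7e-05. Of the alternatives set before the data were examined, edgeR's exact test closed the gap for AkhR (adjusted p = 1.5e-09) and not for InR (6.7e-24), and none of the others closed either. The paper's counts of changed genes and log2 fold changes were within the set limits of those found here. The counts were 759 against the paper's 658, 112 against its 84 and 647 against its 574. An exact test on genes with at least 10 counts and 0.05 counts per exonic base in either condition, chosen after the values of the S6 Table were seen, gave 658, 84 and 574, and adjusted p-values of 1.6e-09 for AkhR and 3.2e-23 for InR.

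The Introduction states that expression of Syp did not change with starvation. Its log2 fold change here was -0.62, under 2-fold, with an adjusted p of 0.0043 from edgeR's quasi-likelihood test. The paper also reports similar protein levels of Syp in the conditions, which counts of RNA do not measure. The paper describes spliceosome genes as higher under starvation, from pathway enrichment among its up-regulated genes. The 45 spliceosome proteins listed here by hand had a median log2 fold change of -0.02, and none changed 2-fold. These are different measures, and the enrichment was not repeated here. Whether the enriched pathway held genes outside the hand list, such as the 6 Hsp70 copies (median 2.01, all 6 called higher), was not examined. The paper counts the entries of its S7 Table as clusters, and the table lists 1927 introns under 404 cluster identifiers.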

Other observations

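The overlap matched on length and the test of shared Hsp70 reads were chosen only after the result was seen, and the lists of clock genes and other heat shock genes were drawn up after a first look at the counts, before the values of their own genes were seen.

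Antisense RNAs were among the changed genes (28). Of 417 tested antisense RNAs that overlap a tested gene, the log2 fold changes of the pair had a Spearman correlation of 0.809 across genes, against 0.144 with the nearest gene that does not overlap (bootstrap 95% interval of the difference 0.566 to 0.762). Of the 27 called among them, 26 overlapped a gene called in the same direction and 3 had such a neighbour. This is consistent with reads of the overlapping gene counted for both strands, and regulation shared by both strands was not excluded.

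The rise of the 6 Hsp70 copies was uneven. For 8 of 8 other heat shock genes, which had a median log2 fold change of 0.57 (camera, adjusted p = 0.12), starvation replicates 3 and 4 were the highest starvation libraries, where genes of like exonic length give 1.57. A heat shock response in part of the starvation samples may explain this, and whether handling or starvation caused it was not tested. The copies moved together across libraries (lowest correlation 0.986), which shared reads and shared regulation would both give, so these cannot be told apart.

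Of 7 clock genes (median -0.21; camera, adjusted p = 0.73), 4 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test: vri rose (0.92) and Clk (-0.43), cry (-0.39) and cwo (-0.63) fell, while per (0.04), tim (0.11) and Pdp1 (-0.21) did not change beyond error. A different time of collection would move per and tim too unless both samplings met the same level, so collection time and an effect of starvation cannot be told apart.

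Whether genes both changed and spliced exceed chance cannot be told apart from the choice of random lists, with a permutation p = 0.0982 when matched on expression, 0.305 without matching and 0.0068 when also matched on length.

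Among genes nominated by the GWA, 13 were tested, with a median log2 fold change of -0.15 (camera, adjusted p = 0.013; 5 of 35 splits gave as large a median). This median was -0.30 without starvation replicate 2, -0.27 without food replicate 4 and between -0.17 and -0.14 without each of the others, and -0.03 with upper-quartile normalization, which moved the median of all genes to 0.10. CG14439 fell by 2.25 on the log2 scale, and 4 others passed an adjusted p of 0.05 with smaller falls (Syp, ect, Rchy1 and CG15784). CG15784 lost this in 10 of 19 alternatives, Rchy1 in 3 of 19 and ect in 2 of 18. RpL32, the paper's qPCR control, was at -0.11 (adjusted p = 0.64 in edgeR's quasi-likelihood test), and at -0.27 without starvation replicate 3, where it passed. Ribosomal proteins had a median of -0.09 (camera, adjusted p = 0.93), which was -0.26 and passed without starvation replicate 3. The 44 cuticle proteins had a median of -0.52 (camera, adjusted p = 0.0012). The cuticle median lay between -0.57 and -0.17 over 16 alternatives, and between -0.57 and -0.43 with each library left out in turn.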
